# MicroRNA Tissue Atlas of the Malaria Mosquito *Anopheles gambiae*

**DOI:** 10.1534/g3.117.300170

**Published:** 2017-11-16

**Authors:** Lena Lampe, Elena A. Levashina

**Keywords:** *Anopheles gambiae*, *Plasmodium falciparum*, microRNAs, reproductive cycle

## Abstract

*Anopheles gambiae* mosquitoes transmit the human malaria parasite *Plasmodium falciparum*, which causes the majority of fatal malaria cases worldwide. The hematophagous lifestyle defines mosquito reproductive biology and is exploited by *P. falciparum* for its own sexual reproduction and transmission. The two main phases of the mosquito reproductive cycle, previtellogenic (PV) and postblood meal (PBM), shape its capacity to transmit malaria. Transition between these phases is tightly coordinated to ensure homeostasis between mosquito tissues and successful reproduction. One layer of control is provided by microRNAs (miRNAs), well-known regulators of blood meal digestion and egg development in *Aedes* mosquitoes. Here, we report a global overview of tissue-specific miRNAs (miRNA) expression during the PV and PBM phases and identify miRNAs regulated during PV to PBM transition. The observed coordinated changes in the expression levels of a set of miRNAs in the energy-storing tissues suggest a role in the regulation of blood meal-induced metabolic changes.

*Anopheles gambiae* females are major vectors of the human malaria parasite *Plasmodium falciparum* in sub-Saharan Africa. Mosquito females require a blood meal for egg production, which the parasite exploits as a route of transmission and development, thus linking the mosquito infection and its reproductive (also called gonotrophic) cycle. As reproduction is central to every organism, the hematophagic lifestyle directs mosquito behavior, physiology, and metabolism. The gonotrophic cycle is divided into two phases: the PV and PBM phases. During the PV phase, egg maturation (vitellogenesis) is arrested at a premature stage until the blood meal-mediated uptake of amino acids and lipids (Hagedorn *et al.* 1977; Hansen *et al.* 2014; Smykal and Raikhel 2015). The PV phase, maintained by the juvenile hormone (JH), prepares the carbohydrate-consuming female mosquitoes for blood feeding by accumulating energy resources in the fat body, the major storage tissue in insects, and by activating their host-seeking behavior (Shapiro and Hagedorn 1982; Lu *et al.* 2007; Clifton and Noriega 2011; Perez-Hedo *et al.* 2014; Hou *et al.* 2015; Wang *et al.* 2017). Successful blood feeding initiates the PBM phase, which is driven by the steroid hormone ecdysone (Spielman *et al.* 1971; Hagedorn *et al.* 1975). Amino acids, released into the mosquito circulatory system after blood meal digestion, activate the target of rapamycin (TOR) pathway (Hansen *et al.* 2004, 2005; Attardo *et al.* 2005). TOR, together with ecdysone synthesized from the blood-borne cholesterol, triggers expression of lipid transporters such as lipophorin and vitellogenin that deliver lipids to the developing ovaries (Hansen *et al.* 2004, 2014; Park *et al.* 2006; Zhu *et al.* 2006). Within 48 hr, a blood meal is fully digested, nutrients absorbed, and oogenesis is completed. However, a blood meal may also bring *Plasmodium* infective stages or gametocytes that fuse in the mosquito midgut to produce motile ookinetes (Bennink *et al.* 2016). The ookinetes traverse the midgut epithelium at 18–24 hr PBM and establish an infection at the basal side of the midgut wall (Bennink *et al.* 2016). Here, within the next 10 d, the parasites undergo replication and maturation of the infective forms (Beier 1998). Disruption of the gonotrophic cycle by ecdysone analogs or by restriction of lipid trafficking decreases *Plasmodium* development (Atella *et al.* 2009; Rono *et al.* 2010; Childs *et al.* 2016; Costa *et al.* 2017). Therefore, the PBM phase shapes both mosquito reproduction and *P. falciparum* development, two crucial components of malaria transmission. Repeated blood feedings increase female reproductive fitness by boosting its nutritional resources, and promote *P. falciparum* development by providing key nutrients and a route for transmission to the next host.

The metabolic transition from the PV to PBM phase entails a complex regulatory network of hormonal, transcriptional, and post-transcriptional changes in multiple tissues. However, the mechanisms of tissue homeostasis during this transition remain incompletely understood. Recently, miRNAs have emerged as powerful regulators of developmental and metabolic switches. miRNAs fine-tune JH and ecdysone pulses and, thereby, shape developmental transitions in the fruit flies (Jin *et al.* 2012; Boulan *et al.* 2013; Verma and Cohen 2015). In mosquito adults, miR-8, miR-309, miR-275, miR-1174, and miR-1890 have been implicated in the regulation of PBM (Bryant *et al.* 2010; Liu *et al.* 2014; Lucas *et al.* 2015a,b; Zhang *et al.* 2016b; Fu *et al.* 2017), and miR-305 in parasite development (Dennison *et al.* 2015). However, in *A. gambiae*, functional studies were performed only for 3 out of 180 miRNAs identified by bioinformatics and experimental approaches (Winter *et al.* 2007; Biryukova *et al.* 2014; Castellano *et al.* 2015; Fu *et al.* 2017). The functional diversity of miRNAs is further amplified by the capacity of each miRNA locus to generate two miRNA arms, which differ in their seed sequence and target distinct sets of mRNAs. Several studies observed a bias in arm selection for different species and tissues, suggesting that it might represent an additional layer of miRNA regulation (Chiang *et al.* 2010; Marco *et al.* 2010; Zhou *et al.* 2012; Biryukova *et al.* 2014). In addition, the same miRNA can regulate distinct processes in a tissue-specific manner by binding different targets. For example, the *Drosophila* miR-8 regulates the production of myogenic peptide hormone in the fat body, whereas it controls synapse structure in the brain (Loya *et al.* 2014; Lee *et al.* 2015). So far, all studies on *A. gambiae* miRNAs have focused either on whole mosquitoes or on few selected tissues (Winter *et al.* 2007; Biryukova *et al.* 2014; Liu *et al.* 2014; Castellano *et al.* 2015; Dennison *et al.* 2015; Fu *et al.* 2017). However, a comprehensive overview of tissue-specific miRNA expression would be beneficial for further characterization of miRNA function during the PV to PBM transition.

Here, we report a global overview of miRNA expression in the head, midgut, abdominal carcass (the fat body), and ovaries of *A. gambiae* females during the transition from the PV to PBM phase, and after *P. falciparum* infection. We show that the majority of mosquito miRNAs are tissue-specific, except for a small cluster of ubiquitously expressed miRNAs. Further, we identify four miRNAs whose expression levels are regulated by blood feeding in the fat body, ovaries, and midgut. Our study provides the first comprehensive miRNA tissue atlas of the female *A. gambiae* mosquito during the gonotrophic cycle and identifies miRNAs with potential roles in this critical process.

## Materials and Methods

### Mosquitoes

We used *A. coluzzii* Ngousso (TEP1*S1) mosquitoes. Mosquito lines differ in the genotype of *TEP1*, the major mosquito immune marker. The Ngousso line was initially isolated as a mixed population of TEP1*S1, *S2, and *S1/S2 genotypes. To reduce background genetic variation, we decided to work with the TEP1*S1 homozygous line to avoid potential genetic interferences. Mosquitoes were reared at 30° and 80% humidity with a 12/12 hr day/night cycle, with 30 min-long dawn/dusk periods. All mosquitoes were fed *ad libitum* with 10% sugar solution.

### Blood meal and P. falciparum infections

Blood meals and *P. falciparum* infections were performed using membrane feeders (Lensen *et al.* 1996, 1999). To establish gametocyte cultures, *Pf* NF54 asexual cultures (parasitaemia > 2%) were harvested by centrifugation for 5 min at 1500 rpm, washed with fresh red blood cells, and diluted to 1% total parasitaemia in complete gametocyte medium at 4% hematocrit. Gametocyte cultures were incubated at 37° with 3% O_2_ and 4% CO_2_. Medium was changed daily for 15–16 d on heated plates to reduce temperature drops. On day 14 after establishment, (i) gametocytaemia was checked by Giemsa stain of gametocyte culture smears and (ii) parasite exflagellation rates were estimated by microscopy.

Mosquitoes were fed with either uninfected or *P. falciparum*-infected blood using an artificial feeder system as described in Lensen *et al.* (1996, 1999). The feeding system was prepared by covering the bottom of the midi-feeders with a stretched parafilm. The midi-feeder was then attached to a 37° water bath system, allowing water flow through the feeder. The blood (Haema, Berlin, Germany) was introduced to the feeder and mosquitoes were fed for 15 min. Unfed mosquitoes were removed and only fully engorged females were kept for further analyses.

### Sample collection

#### Microarray and qPCR:

Three-day-old virgin females were divided into three groups and fed with: (i) 10% sugar (sugar-fed; PV phase); (ii) human blood (blood-fed; PBM phase); and (iii) *P. falciparum*-infected blood (infected; PBM phase). After feeding, all groups were kept at 26° and 80% humidity. At 18 hr postfeeding (hpb), 15 females per group were dissected on ice and the heads, midguts, ovaries, and abdominal carcasses were pooled according to the tissue. The samples were homogenized in TRIzol using a beat-beater (QIAGEN) at 50 rpm. Homogenized samples were kept at −80° until further usage.

#### Time course:

For miRNA expression kinetics, 15 unfed and 15 blood-fed females were dissected on ice at 20, 24, 28, 32, and 48 hr after blood meal. The heads, midguts, ovaries, and abdominal carcasses were pooled according to the tissue, immediately homogenized in TRIzol, and kept at −80° for RNA isolation.

### RNA isolation

#### Microarray:

Total RNA was isolated using the miRNeasy Mini Kit (QIAGEN) according to the manufacturer’s recommendations. Briefly, after phase separation by centrifugation, total RNA was purified by silica membrane, eluted with water, and stored at −80°. The total RNA yield was measured with a NanoDropND-1000 Spectrophotometer. The integrity of total RNA was assessed with a 2100 Bioanalyzer and a RNA 6000 Nano LabChip kit (Agilent). Furthermore, the ratio of miRNA/small RNAs from isolated total RNA was monitored by the Agilent Small RNA kit.

#### qPCR:

Total RNA was isolated by TRIzol according to the manufacturer’s recommendations. The total RNA yield was measured with a NanoDropND-1000 spectrophotometer.

### Microarray analyses

Custom 8-plex 60K mosquito miRNA microarrays (Design Name: Agilent-049943, ID Name: Custom_Mosquito_miRNA, Design Format: IS-62976-8-V2, AMADID 016436) (Agilent) were used for one-color hybridizations. The microarray included miRNAs identified in *Apis mellifera*, *A. gambiae*, *Tribolium castaneum*, *Culex quinquefasciatus*, *Aedes aegypti*, *Bombyx mori*, and *Drosophila melanogaster*. Total RNA (100 ng) was processed with the miRNA Complete Labeling and Hyb Kit (Agilent), according the supplier’s recommendations. In brief, samples were dephosphorylated with Calf Intestine Alkaline Phosphatase and labeled with Cy3 in a T4 RNA ligase-mediated reaction with 3′,5′-cytidine bisphosphate (Cy3-pCp). The labeling reaction was column-purified, vacuum-dried using a speed-vac at 45°, and resuspended in a blocking and hybridization buffer. After hybridization, the microarrays were washed, scanned at 5 µm resolution with a G2565CA high-resolution laser microarray scanner, and features were extracted. Results were analyzed by the R limma package. Briefly, signal intensities were corrected for the background using the normexp function and quantile normalized. All spot replicates were pooled using the avereps function, producing an Elist containing log_2_ relative expression data. Values of the negative control spots were subtracted from the mean intensities and all negative probes were removed. Expression values were calculated as mean values of the dipteran miRNA expression of the four biological replicates. As the microarray contained miRNAs of multiple insect species including miRNA orthologs, only probes with at least 14 nucleotides complementary to the annotated *A. gambiae* miRNAs were included in further analysis. 

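The array annotation in the deposited files named 55 of 3768 probes for *A. gambiae*. Of these, 37 probes could be assigned to 18 mature arms, among them let-7-5p, miR-34-5p, miR-184-3p, miR-306-5p and miR-989-3p. Only the probes of miR-276-5p name their arm, and the other 17 arms were taken as the only arm that Table S1 lists for the miRNA. Arms such as miR-124-3p, miR-275-3p, miR-281-5p and miR-1175-5p had no probe with an *A. gambiae* name and were read from probes named for *Aedes aegypti*, *Culex quinquefasciatus* or *Drosophila melanogaster*. With the probes named for these 4 species (called Dipteran probes), 394 probes covered 116 arms. Probes were matched by name: most Dipteran probes named their arm, 64 were given the only arm that Table S1 lists for their miRNA, 6 took the name of a *Drosophila* paralog with the letter a, and 7 probes of miR-1174 named no arm. The mature *A. gambiae* sequences were not at hand, so the authors' rule on complementary nucleotides could not be applied, and an ortholog probe that differs from the *A. gambiae* sequence may read lower than a matching one.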

In total, 506 microarray probes were included, representing 86 mature *A. gambiae* miRNAs annotated in the miRBase (Supplemental Material, Table S1 in File S1). Differentially regulated miRNAs were identified by fitting a linear regression model to the data and empirical Bayes statistics on the model in R. All microarray probes that differ in sequence were analyzed and visualized separately. Finally, we aimed to provide an overview of miRNA enrichment in mosquito tissues. To this end, we set an enrichment cut-off of 1.5-fold (Figure 6). Two studies in *A. gambiae* and *Ae. aegypti* showed that miR-1175-3p is a midgut-specific miRNA (Winter *et al.* 2007; Liu *et al.* 2014). 

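In sugar-fed females, miR-1175-5p was found above the negative controls only in the midgut, where its level was 2.04 ± 0.15 (log2 above the negative control spots, SD, n = 4 arrays). Its level was −0.07 ± 0.05 in the head, −0.02 ± 0.11 in the fat body and −0.07 ± 0.04 in the ovary (SD, n = 4 each), with no array of these tissues well above background. The midgut was at least 3.63-fold above the head, at least 3.00-fold above the fat body and at least 3.51-fold above the ovary, and limma gave an adjusted p of 5.1e-12, 7.3e-12 and 5.1e-12 for these comparisons. The 3p arm was at 0.29 ± 0.08 in the midgut (SD, n = 4; 3 of 4 arrays well above background) and below the negative controls in the other 3 tissues. Both arms were read from Dipteran probes.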

We gauged expression levels of this miRNA across different tissues and observed a 1.5-fold higher expression of miR-1175 in the midgut compared to other tissues. Therefore, we applied this cut-off to other miRNAs.

### cDNA synthesis and qPCR

Total RNA was reverse-transcribed with the miScript Kit (QIAGEN). Expression levels of mature miRNAs and of mRNAs were measured using the Quantitect SYBR Green PCR Kit (QIAGEN). Relative quantities of miRNA expression were normalized to the gene encoding ribosomal protein S7 (*RPS7*). The miRNA primers were obtained as miRNA Primer Assays (QIAGEN).

### Data availability

Mosquito and parasite strains are available on request. The code for microarray analysis was written in R and is available on GitHub in the repository LenaLampe/Microarray-Analysis (https://github.com/LenaLampe/Microarray-Analysis). The raw data files are available at the Gene Expression Omnibus (GSE103034). Table S4 in File S1 contains a description of the files.

## Results

We set out to develop a global overview of tissue-specific miRNA expression in the head, midgut, ovary, and fat body, during the gonotrophic cycle of *A. gambiae* and after *P. falciparum* infections. To this end, we determined miRNA expression levels using the Agilent custom-designed miRNA microarray in the three groups of females fed with: (1) sugar; (2) human blood, or (3) *P. falciparum*-infected blood (Figure 1).

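Each array measured the miRNAs of 1 pool of tissue by hybridization of RNA labelled with 1 dye to short DNA probes. The files hold 40 arrays on 6 slides: sugar-fed, blood-fed and infected females for the head, the ovary and the fat body (the abdominal carcass), and sugar-fed females alone for the midgut, with 4 arrays in each of these 10 groups. The paper describes the 4 as biological replicates, each from 15 females dissected 18 hr after feeding, and nothing in the files tests their independence. Replicates 1 and 2 were scanned in the first of 2 batches and replicates 3 and 4 in the second.

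Every array has 60812 spots of miRNA probes and 1000 negative control spots, with a median of 15 spots per probe. Few spots held signal. The median share of spots well above background was 5.64% in sugar-fed, 6.38% in blood-fed and 5.90% in infected heads, and 4.11% in sugar-fed midguts. It was 4.20%, 5.16% and 4.79% in sugar-fed, blood-fed and infected fat bodies, and 4.60%, 5.39% and 4.71% in the ovaries of these groups. The lowest array, 1 of the infected ovaries, had 2.21%. The number of arrays limits the precision of every value.

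According to the methods, the authors corrected the signal intensities with the normexp function, normalized them by quantiles, pooled replicate spots and subtracted the negative controls. Normexp, quantiles, the mean over replicate spots and the subtraction were run here with limma on the deposited mean and local background intensities. Unlike in the paper, which removed negative probes and analysed probes of different sequence separately, the probes of an arm were averaged, probes below the negative controls were kept in these means, and spots marked as outliers were left out. An offset of 50 was added after the correction, a value that the methods do not name. It holds down the noise of weak spots and understates folds at low signal. Levels are given as log2 above the mean of the negative control spots of the array, averaged over the probes of an arm. Probes of an arm that read no signal lower its folds as well. An arm was tested where its mean lay above the negative controls in at least 1 of the groups compared. An arm passed with an adjusted p under 0.05 (Benjamini-Hochberg) and a difference of at least 1.5-fold. Where an arm was not well above background in the lower group, the fold is given as "at least". It then sets the mean of the higher group against the dimmest probe well above background on each lower array, or against the arm itself where that was brighter.

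In sugar-fed fat body replicate 2 the spots do not appear to carry the names of their probes. Its probe levels had a correlation across probes of 0.00335 to 0.0165 with the other 3 sugar-fed fat bodies, which had 0.979 to 0.987 among themselves. The spread between spots of the same probe fell from 0.67 to 0.23 in log2 when each spot was given the name found 4 rows further on the grid, and on the other 39 arrays it was lowest with no shift. Values are given for the arrays as deposited, so the sugar-fed fat body mean includes this array at about the level of the negative controls. A second reading with the names moved by 4 rows, chosen after the data were seen, is given beside some of the results.

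**Figure D1:**
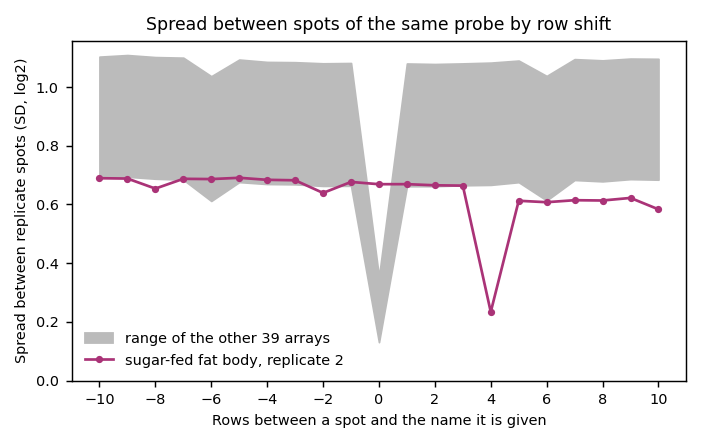
Spread (SD in log2) between spots given the same probe name, on the y axis, against the number of rows between a spot and the name it was given, on the x axis. The line is sugar-fed fat body replicate 2, lowest at 4 rows, and the grey band is the range of the other 39 arrays, lowest at 0 rows.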

**Figure 1:**
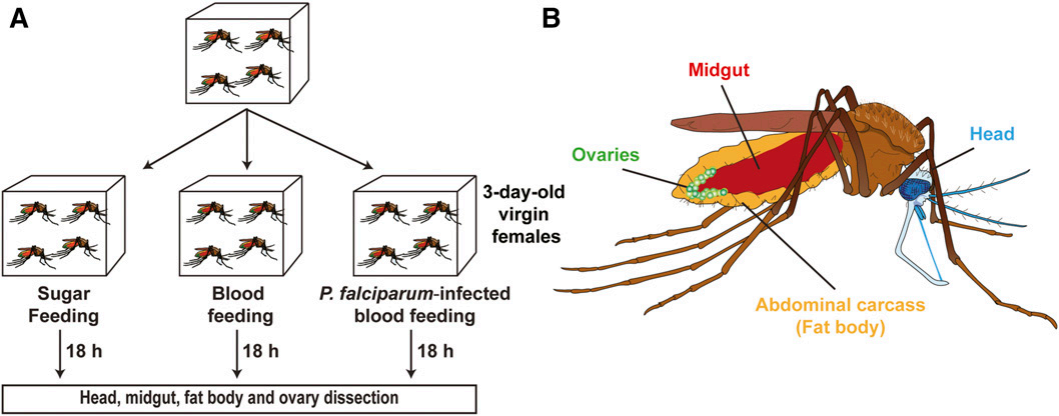
Experimental set up for tissue-specific microRNA (miRNA) expression analysis. (A) Mosquitoes were fed with: (1) 10% sugar, (2) blood, or (3) *P. falciparum*-infected blood. At 18 hr post blood feeding, mosquitoes from each group were dissected. (B) The head, midgut, fat body, and ovaries were examined for tissue-specific miRNA expression.

### MicroRNA expression in the PV phase

We first examined expression levels of miRNAs in the PV phase. 

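Of 116 arms with Dipteran probes, 66 had a mean level above the negative controls in at least 1 tissue of sugar-fed females. The head had 54 such arms, the midgut 45, the fat body 44 and the ovary 42, and 33 were shared by all 4 tissues. By the stricter rule of being well above background on all 4 arrays of a tissue, 45 arms were found in at least 1 tissue, with 36 in the ovary, 34 in the midgut, 22 in the head and 0 in the fat body. The fat body had 36 with replicate 2 read 4 rows down. The rule needs every array, and sugar-fed head replicate 2, with negative controls of 149 intensity units, may hold the head count down. It had 182 probes well above background, against 228 to 304 on the other sugar-fed heads. Of the 18 arms with probes named for *A. gambiae*, 12 were above the negative controls in at least 1 tissue. Both arms of bantam, a regulator of growth in *Drosophila*, and the measured 5p arm of miR-10, a miRNA of the Hox cluster, stayed below the negative controls in every tissue. A mean above the negative controls is a weak criterion, and 37 arms were left when every array of a tissue had to be brighter than 95% of its negative control spots.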

Microarray analysis detected expression of 74 out of 86 miRNAs in at least one tissue. The microarray probes matched almost all *A. gambiae* miRNAs annotated in the miRBase, as well as the highly conserved insect miRNAs (Table S1 in File S1). One limitation of the microarray approach is that it is applicable only to known miRNAs. Instead, RNA-seq technologies are better suited for discovery of novel miRNAs and for overcoming problems of cross-kingdom miRNA hybridization in blood-fed mosquitoes. The problem of RNA-seq is its quantitative inaccuracy, as the majority of the newly identified *Anopheles*-specific miRNAs reported by previous studies are expressed at very low levels (Biryukova *et al.* 2014; Castellano *et al.* 2015). Therefore, our microarray approach covers the more highly expressed, as well as conserved, miRNAs. High levels of expression across all tissues were detected only for miR-8, whereas nine miRNAs (miR-1, miR-2, let-7, miR-34, miR-125, miR-184, miR-277, miR-306, and miR-957) had moderate to high levels of expression in at least two tissues (Figure 2). 

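The level of miR-8-3p, a regulator of growth and of fat metabolism in *Drosophila*, was 3.87 ± 0.85 in the head, 3.68 ± 0.14 in the midgut, 4.35 ± 2.88 in the fat body and 3.81 ± 0.56 in the ovary (log2 above the negative controls, SD, n = 4 each; Dipteran probes). The spread in the fat body comes from replicate 2, and with its names read 4 rows down the level there was 5.82 ± 0.10. The muscle miRNA miR-1-3p ranged from 2.88 ± 1.91 in the fat body to 4.76 ± 0.37 in the head (SD, n = 4). Levels of miR-957-3p ranged from 1.44 ± 0.80 in the head to 1.94 ± 0.44 in the midgut, and those of miR-2a-3p from 0.83 ± 0.55 in the fat body to 1.37 ± 0.09 in the midgut. For miR-125-5p, which shares a transcript with let-7 in insects, they ranged from 1.39 ± 0.16 in the ovary to 2.41 ± 0.32 in the head. As deposited, none of these 5 arms differed between tissues at an adjusted p under 0.05 (limma's moderated F-test over 66 arms). With replicate 2 read 4 rows down, chosen after the data were seen, 3 of the 5 differed: miR-8-3p (adjusted p = 1.0e-04), enriched in the fat body, miR-1-3p (adjusted p = 0.0012), enriched in the head and lowest in the midgut (3.49 ± 0.44, against 3.88 ± 0.24 in the fat body), and miR-125-5p (adjusted p = 5.3e-05), which did not with the outlier marks of that array kept (adjusted p = 0.064). Of the 12 measured arms of these broadly expressed miRNAs, 5 differed between tissues, and the same 5 differed when adjusted over the list alone (8 in both adjustments with replicate 2 read 4 rows down, 7 with the marks kept). The study chose this list on the same samples, so the count is not independent evidence.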

A second cluster of 18 miRNAs included tissue-specific miRNAs with intermediate expression levels. 

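Of 66 arms tested with Dipteran probes, 8 were enriched in the head of sugar-fed females over each of the other 3 tissues. In the head, miR-7-5p, which acts in photoreceptor development in *Drosophila*, had a level of 2.31 ± 0.57, and let-7-5p, a regulator of developmental timing, one of 3.48 ± 0.28 (log2, SD, n = 4). They lay 3.95-fold and 3.18-fold above the midgut and 2.61-fold and 3.74-fold above the ovary. The brain miRNA miR-124-3p reached 0.94 ± 0.50 (SD, n = 4), at least 1.40-fold above every other tissue. Further head arms were miR-210-3p at 1.74 ± 0.62 (at least 2.44-fold), miR-932-5p at 1.49 ± 0.36 (at least 2.05-fold), miR-137-3p at 1.15 ± 0.66, miR-981-3p at 0.75 ± 0.56 and miR-1000-5p at 0.62 ± 0.52 (SD, n = 4 each). For miR-981-3p and miR-1000-5p, 3 of 4 head arrays were well above background.

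Of 10 miRNAs of the nervous system or sense organs fixed beforehand from *Drosophila*, 8 were tested, 7 were highest in the head and 5 were enriched there, and 5 also differed when adjusted over the list alone. Of 2 muscle miRNAs, miR-1-3p and miR-133-3p were both highest in the head, and 0 passed the test by limma in either adjustment as deposited, whereas miR-1-3p differed in both and was enriched in the head with fat body replicate 2 read 4 rows down. Among 17 arms that the study chose on these samples, 14 could be tested, 13 were highest in the head and 6 were enriched there, which is not independent evidence. 7 of these 14 differed between tissues, the same number as when adjusted over the list alone.

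Enrichment required 1.5-fold and an adjusted p under 0.05 in each of 3 contrasts by limma, where miR-124-3p had 1.8e-04, 7.7e-04 and 2.0e-04 against the midgut, fat body and ovary. Within each pair of arrays scanned together, miR-124-3p lay 0.72 and 1.43 above the midgut in log2, and miR-7-5p 1.68 and 2.29. With probes named for *A. gambiae* 2 of 12 arms were enriched, miR-981-3p (at least 1.14-fold) and let-7-5p (6.69-fold above the midgut). The Dipteran count was 18 with offset 0, 13 with offset 16, 13 without background correction and 23 when the ratio of log2 levels was used.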

The largest number of tissue-specific miRNAs (cut-off 1.5-fold) was observed in the head (17 miRNAs), including the well-known brain-enriched miR-7 and miR-124. 

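Of 66 arms tested with Dipteran probes, 5 were enriched in the midgut of sugar-fed females and 7 in the ovary. In the midgut, miR-281-5p, an abundant midgut miRNA of *Aedes*, had a level of 1.80 ± 0.03 (log2, SD, n = 4), at least 3.07-fold above the head and 2.78-fold above the ovary. Probes of miR-1174 with no named arm, a miRNA of sugar absorption in *Aedes*, read 0.56 ± 0.09 there and below the negative controls elsewhere. The other 3 were miR-1175-5p, miR-12-5p at 1.99 ± 0.21 (1.57-fold above the ovary) and miR-277-3p. The ovary was marked by miR-989-3p, which acts in border cell migration in *Drosophila*, at 4.10 ± 0.32, at least 13.7-fold above the midgut and 7.44-fold above the fat body (5.62-fold with fat body replicate 2 read 4 rows down). Levels in the ovary were 2.31 ± 0.22 for miR-279-3p, 1.40 ± 0.30 for miR-998-3p and 1.27 ± 0.37 for miR-10-3p, each at least 1.87-fold above the other tissues (SD, n = 4 each). For miR-92b-3p the ovary had 0.21 ± 0.03 and the other tissues less than the negative controls, so only a lower bound of the fold can be given (at least 1.02-fold above the head), and it was not called enriched.

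The arms miR-306-5p, miR-79-3p, miR-9b-5p, miR-9c-3p and miR-9c-5p come from neighbouring miRNAs in *Drosophila*. All 5 were highest in the ovary, all 5 differed between tissues (5 when adjusted over the list alone) and 3 of them were enriched there, with miR-9c-5p at 2.16 ± 0.59, miR-9c-3p at 1.68 ± 0.13 and miR-79-3p at 1.94 ± 0.69 (SD, n = 4 each). With fat body replicate 2 read 4 rows down only these 3 differed (3 over the list alone), as miR-306-5p and miR-9b-5p fell under 1.5-fold. Of 6 midgut arms named by earlier mosquito work, 4 were measured, all 4 were highest in the midgut and 2 were enriched there (2 differed when adjusted over the list alone). Of the arms that the study chose on these samples, 2 of 3 were enriched in the midgut and 4 of 5 in the ovary, and 2 and 4 differed when adjusted over the list alone. These counts are not independent evidence.

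The 3 adjusted p from limma for miR-281-5p were at most 4.8e-12, those for miR-989-3p at most 6.2e-06 and those for miR-79-3p at most 0.041. The call of miR-79-3p was lost when any single midgut array, or any 1 of several other arrays, was left out. Within each pair of arrays scanned together, miR-989-3p lay 3.61 and 2.18 above the fat body in log2 (2.79 and 2.19 with the displaced array, of the first pair, read 4 rows down), and miR-281-5p 1.49 and 1.46 above the ovary. With probes named for *A. gambiae* 1 arm was enriched in the midgut, miR-34-5p at 3.09 ± 0.20 (2.59-fold above the head), and 1 in the ovary, miR-989-3p (22.2-fold above the fat body, 12.7-fold with fat body replicate 2 read 4 rows down). With the replicate number as a block the ovary had 2, miR-306-5p being added (highest adjusted p of the 3 contrasts 0.014, against 0.051). The Dipteran count for the midgut was 3 with offset 16, and 3, 3 and 2 without midgut replicate 2, 3 and 4, each time without miR-12-5p and miR-277-3p, and that for the ovary 13 by the ratio of log2 levels.

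**Figure D2:**
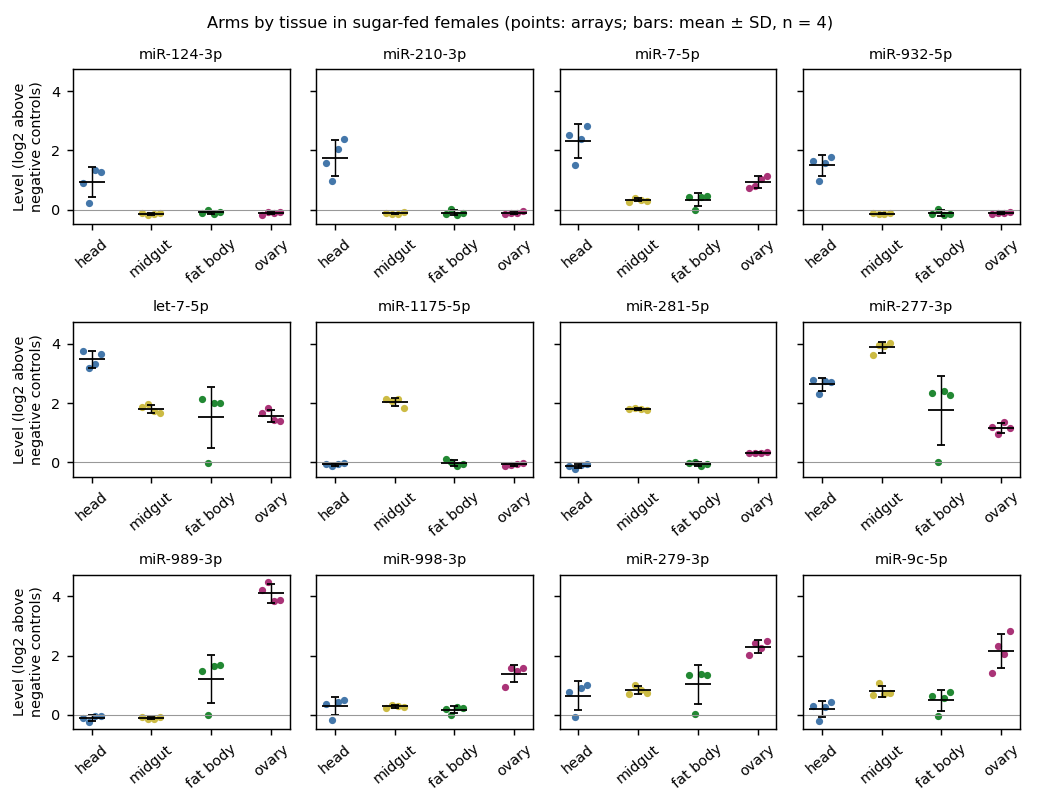
Levels of 12 arms (y axis, log2 above the negative controls, Dipteran probes) in the 4 tissues of sugar-fed females (x axis). Points are arrays and bars mean ± SD (n = 4); the fat body point near 0 in each arm found in the fat body is replicate 2, as deposited.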

Three miRNAs—miR-281, miR-1174, and miR-1175—were enriched in the midgut, whereas miR-10, miR-92b, miR-279, miR-989, and miR-998 were predominantly detected in the ovaries. 

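As deposited, 0 of 66 arms tested with Dipteran probes were enriched in the fat body of sugar-fed females by limma, and 1 arm, miR-8-5p, lay at least 1.5-fold above the other 3 tissues without a test. Its level was 3.41 ± 2.28 in the fat body against 1.97 ± 0.64 in the head, 2.54 ± 0.18 in the midgut and 2.04 ± 0.29 in the ovary (log2, SD, n = 4 each). Across all arms, 47 of 66 differed between tissues at an unadjusted p under 0.05. With replicate 2 read 4 rows down, a reading chosen after the data were seen, 2 arms were enriched in the fat body. In that reading miR-8-5p was at 4.54 ± 0.15 (SD, n = 4), 5.99-fold above the head and 5.69-fold above the ovary (limma, adjusted p 7.7e-07 and 1.7e-06; against the midgut 7.6e-06). The other arm, miR-8-3p, lay 3.95-fold above the head, 4.52-fold above the midgut and 4.12-fold above the ovary (adjusted p 3.6e-04, 1.1e-04 and 1.9e-04). Without replicate 2 the count was 2 as well. With probes named for *A. gambiae*, which include none for miR-8, 0 of 12 arms were enriched in the fat body by limma in each of these readings, and 7 of 12 differed between tissues at an unadjusted p under 0.05.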

Surprisingly, not a single miRNA was exclusively expressed in the fat body. Microarray results were further validated by independent quantitative PCR (Figure 3, A–D).

**Figure 2:**
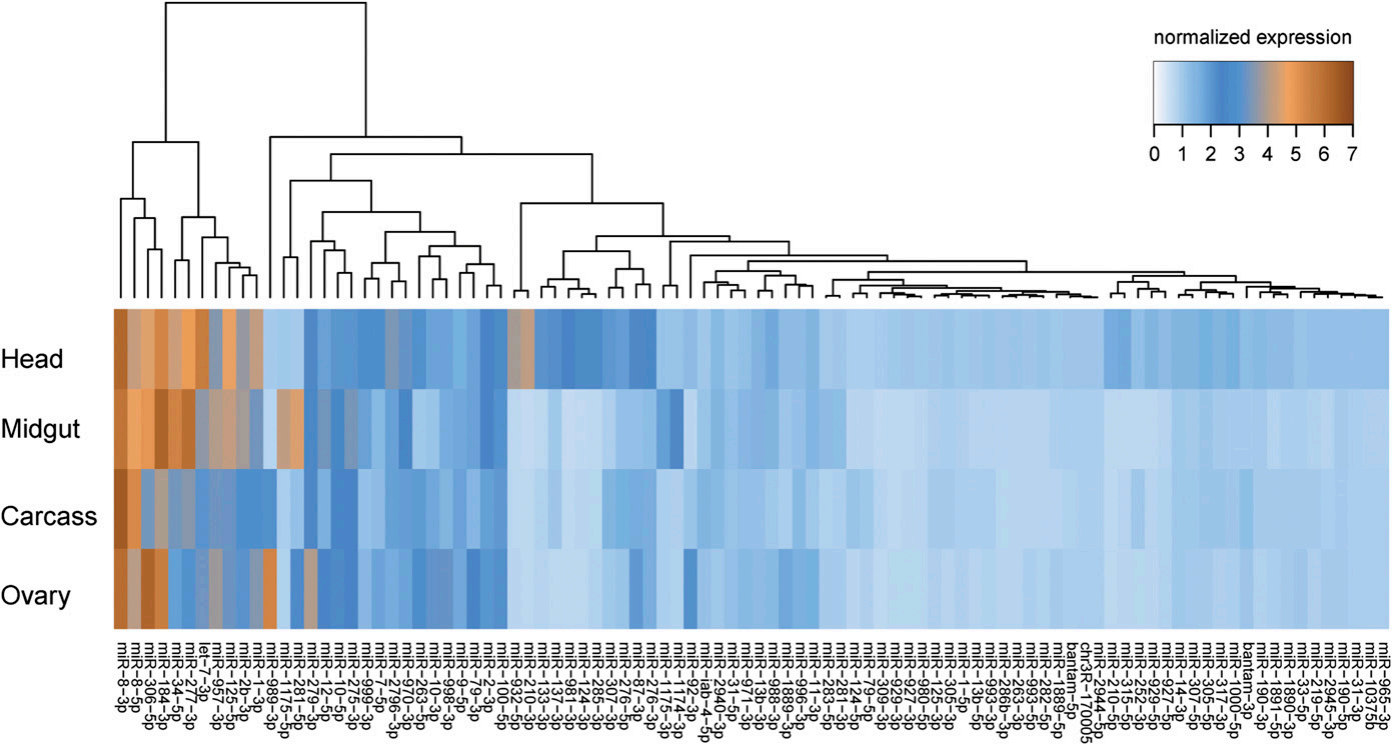
Tissue-specific microRNA (miRNA) expression in the 3-d-old *A. gambiae* female. Heatmap of miRNA expression levels in the head, midgut, fat body, and ovaries of sugar-fed mosquitoes in the previtellogenic phase. Color gradient from light blue to dark brown represents an increase in miRNA expression.

**Figure 3:**
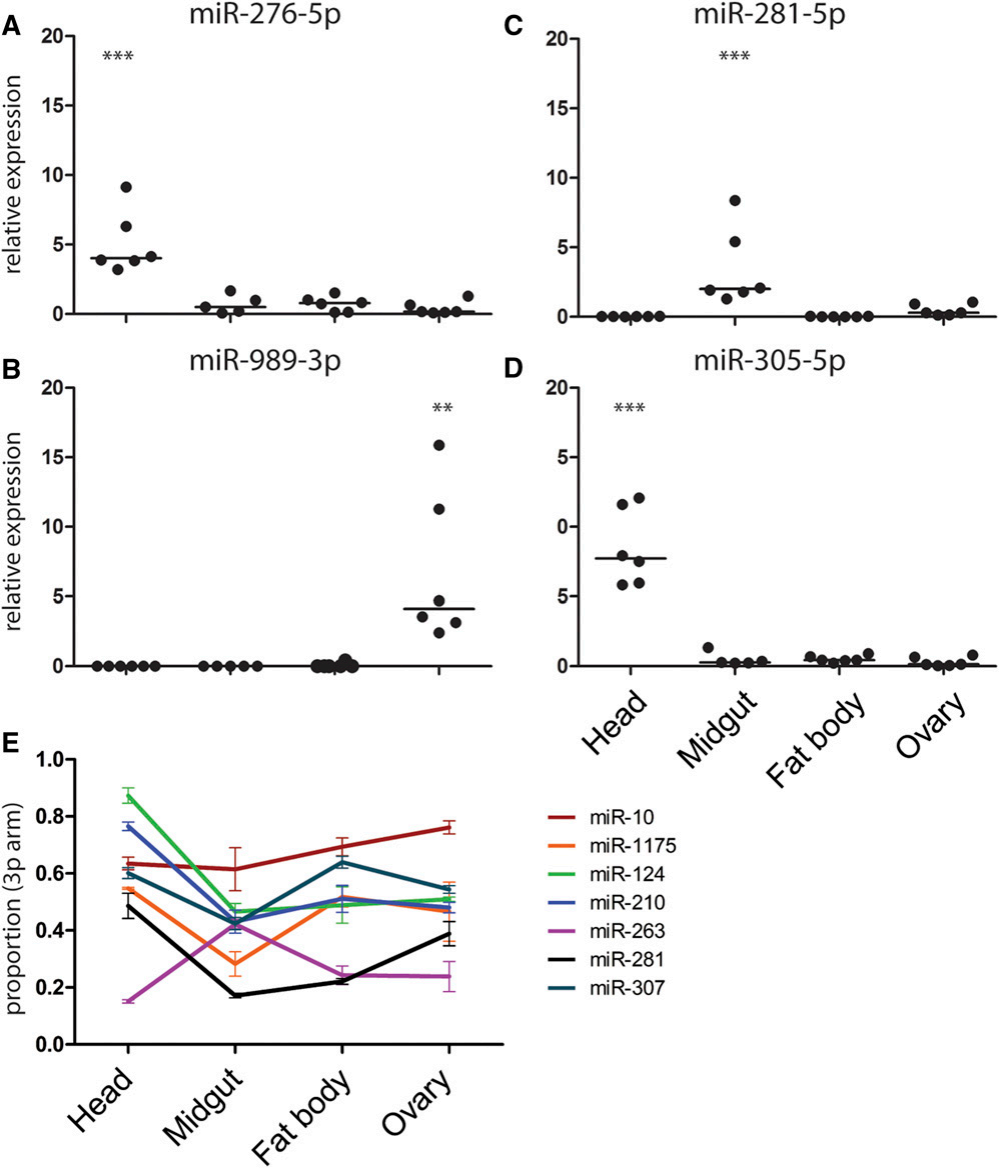
Tissue-specific expression of microRNAs (miRNAs) quantified by quantitative polymerase chain reaction of (A) miR-276-5p, (B) miR-281-5p, (C) miR-989-3p, and (D) miR-305-5p. miRNA expression values are plotted as dots with the line indicating the mean. miRNA expression levels were normalized using the ribosomal protein RPS7 gene. Results of six independent experiments are shown. ** *P* < 0.005 and *** *P* < 0.0005, one-way ANOVA followed by Tukey’s *post hoc* test. (E) Tissue-specific differences in miRNA 3p-arm proportion. All depicted 3p-arm proportions significantly change between tissues tested by one-way ANOVA (*P*-value < 0.05; Table S3 in File S1).

The mature miRNA can be generated from the 3p or 5p arm of the pre-miRNA. We used arm-specific probes to quantify tissue-specific expression of miRNA arms and identified 20 miRNAs expressing both arms (Table S2 in File S1). 

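The pairs of arms were fixed beforehand as those of the paper's Table S2, with miR-263 read as miR-263a and miR-263b, which gave 21 pairs with Dipteran probes. In 13 of them the log2 difference between the 3p and the 5p arm differed between tissues at an adjusted p under 0.05 (limma's moderated F-test, n = 4 arrays per tissue). Besides miR-10, miR-124, miR-210, miR-263a, miR-281, miR-307 and miR-1175, these were miR-79, miR-263b, miR-276, miR-305, miR-927 and miR-929. Both arms had a mean above the negative controls in the same tissue for 6 of the 21 pairs (miR-8, miR-210, miR-276, miR-281, miR-307 and miR-1175), and both were well above background on all 4 arrays of a tissue for miR-8 and miR-281. Among all 36 pairs with Dipteran probes these counts were 9 and 5, with miR-275, miR-998 and miR-9c added to both. In most of the 21 pairs the difference therefore follows the level of 1 arm while the other stays at background. Probes differ in how strongly they bind, so the difference between arms is read only as a change from tissue to tissue. A count of 2 pairs passed the test when only arms well above background entered it, and 8 passed with either scaling of the processed signal. With the replicate number as a block, miR-8 passed as well (adjusted p = 0.031, against 0.098). Probes named for *A. gambiae* covered no pair.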

Among those, seven miRNAs showed tissue-dependent arm bias (Figure 3E, Table S3 in File S1). Head-specific enrichment in the 3p arm was observed for miR-124 and miR-210, whereas the 5p arm bias was detected for miR-1175 in the midgut and for miR-263 in the head, fat body, and ovaries. Furthermore, higher levels of the 5p arm were detected in the head and midgut for miR-10. 

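In the head, the 3p arm of miR-210, a miRNA of the fly visual system, lay 1.52 ± 0.39 above its 5p arm in log2 (SD, n = 4), and in the other tissues the arms were within 0.02 of each other. For miR-124 the difference was 1.06 ± 0.43 in the head (SD, n = 4). For miR-1175 the 3p minus 5p difference in the midgut was −1.75 ± 0.22 (SD, n = 4). For miR-263a it was −0.92 ± 0.44 in the head, −0.42 ± 0.29 in the fat body, −0.95 ± 0.10 in the ovary and −0.05 in the midgut (SD, n = 4). The adjusted p over 21 pairs from limma's moderated F-test was 2.7e-07 for miR-210, 3.7e-05 for miR-124, 2.0e-10 for miR-1175 and 0.0026 for miR-263a. The 3p arm of miR-263a, the 5p arm of miR-124 and, outside the midgut, both arms of miR-1175 were at the level of the negative controls.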

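For miR-10 the 3p arm lay 1.27 ± 0.35 above the 5p arm in the ovary, 0.41 ± 0.26 in the fat body, 0.31 ± 0.21 in the head and 0.10 in the midgut (log2, SD, n = 4 each). The difference between tissues had an adjusted p of 2.5e-04 (limma's moderated F-test). It follows the 3p arm, since the 5p arm was at −0.04 ± 0.12 in the head and −0.08 in the midgut (SD, n = 4), where at most 1 of 4 arrays was well above background.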

A complex pattern of arm usage was observed for miR-281 and miR-307. While the miR-281-5p was enriched in the fat body and midgut, expression of the 3p arm increased in the head and ovary. 

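For miR-281 the 3p minus 5p difference was −1.56 ± 0.05 in the midgut, −0.34 ± 0.04 in the ovary, 0.05 in the head and 0.00 in the fat body (log2, SD, n = 4 each; adjusted p = 1.5e-14, limma's moderated F-test). The 3p arm had a level of 0.24 ± 0.03 in the midgut and was below the negative controls in the head, at −0.07 ± 0.04, and in the ovary, at −0.02 ± 0.05 (SD, n = 4). The 5p arm was at 0.32 ± 0.02 in the ovary and below the negative controls in the fat body, at −0.05 ± 0.06 (SD, n = 4).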

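The level of miR-307-3p was 0.40 ± 0.37 in the head and 0.25 ± 0.17 in the fat body, against −0.06 ± 0.04 in the midgut and 0.00 ± 0.09 in the ovary (log2, SD, n = 4 each). The 3p minus 5p difference was 0.28 ± 0.14 in the head, 0.29 ± 0.18 in the fat body, 0.03 in the midgut and 0.06 in the ovary (SD, n = 4). It differed between tissues with an adjusted p of 0.017 (limma's moderated F-test), and the call was lost in 2 of 32 alternative settings.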

For miR-307, the 3p arm was predominantly expressed in the head and fat body. We concluded that, during the PV phase, expression of the majority of the miRNAs is tissue-specific and, in some cases, is regulated at the arm level.

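In all, 28 of 66 arms tested with Dipteran probes differed between the tissues of sugar-fed females, with an adjusted p under 0.05 and at least 1.5-fold between the highest and the lowest tissue. Probes named for *A. gambiae* gave 6 of 12: let-7-5p and miR-981-3p, highest in the head, miR-34-5p and miR-184-3p, highest in the midgut, and miR-306-5p and miR-989-3p, highest in the ovary. Of the let-7 complex, 3 arms were tested, all highest in the head, and 1 differed (1 when adjusted over the list alone). Of miR-277, miR-34 and miR-317, which share a transcript in *Drosophila*, 2 of 3 differed (2 over the list alone). In the miR-2 family, 5 members were tested and 1, miR-13b-3p, differed (1 over the list alone), at 0.78 ± 0.17 in the midgut and 0.19 ± 0.14 in the fat body (log2, SD, n = 4). Of the Hox cluster miRNAs 1 of 2 tested arms differed, and of miR-12 and miR-283 the tested miR-12-5p did (1 each over the list alone). None of 3 arms of miR-275 and miR-305, none of 3 arms with a role after a blood meal in earlier work and not the only tested arm of the miR-309 cluster differed (0 each over the list alone). Fat body replicate 2 read 4 rows down, chosen after the data were seen, gave 32 arms that differ, and 8 of 12 with probes named for *A. gambiae*. In that reading miR-275-5p (adjusted p = 0.034) and miR-8-3p, of the blood meal list, differed, as did 2 of the let-7 complex (1 with the outlier marks kept), and miR-13b-3p fell under 1.5-fold (not with the marks kept). With the replicate number as a block miR-275-5p differed among Dipteran probes (adjusted p = 0.0014, against 0.17), and miR-276-5p (0.042, against 0.11) and miR-308-3p (0.046, against 0.38) among those named for *A. gambiae*. With offset 0 the count was 49 for Dipteran probes and 10 for probes named for *A. gambiae*, and 3 of the latter differed with the processed signal scaled over all probes.

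The paper draws on the fold differences between tissues, on independent quantitative PCR of some miRNAs and on the changes in 3p proportion. It concludes that in the previtellogenic phase most miRNAs are expressed in a tissue-specific way and that some are regulated at the level of the arm.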

### Tissue-specific miRNA expression after blood feeding and after P. falciparum infection

We next examined miRNA expression during the PBM phase and after *P. falciparum* infection at 18 hpb (Figure S1). At this time point, all midgut samples from blood-fed females had high background levels, probably due to unspecific binding of human short RNAs and DNAs present in the blood meal. Therefore, we excluded these samples from further analyses. Interestingly, blood feeding impacted expression levels of very few miRNAs in other tissues. Major changes were observed in the fat body, where blood feeding increased levels of miR-275-3p, miR-276-5p, and miR-305-5p, and reduced levels of miR-989-3p (Figure 4A). 

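The level of miR-275-3p, a miRNA of blood digestion in *Ae. aegypti*, was 1.13 ± 0.06 in the blood-fed and 0.46 ± 0.31 in the sugar-fed fat body (log2 above the negative controls, SD, n = 4 each; Dipteran probes). This is a log2 fold change of 0.67 (standard error 0.13), or 1.59-fold, and all 4 blood-fed arrays lay above every sugar-fed array. Its neighbour miR-305-5p was at 0.47 ± 0.10 after blood and 0.04 ± 0.06 after sugar (SD, n = 4). On these levels, after the offset, its log2 fold change was 0.43 (standard error 0.07), under 1.5-fold. The sugar-fed mean lay close to the negative controls, where the offset understates folds, so no exact fold in signal is given. For miR-276-5p the levels were 0.95 ± 0.08 and 0.57 ± 0.37, a log2 fold change of 0.39 (standard error 0.16), and for miR-989-3p they were 0.29 ± 0.70 and 1.21 ± 0.81, one of −0.91 (standard error 0.54; SD, n = 4). Blood-fed replicate 1 held miR-989-3p at 1.34, while the other 3 blood-fed arrays had −0.08 to −0.01.

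By limma, 1 of 46 arms, miR-275-3p, passed an adjusted p under 0.05 and 1.5-fold (6 had an unadjusted p under 0.05). The adjusted p was 0.0085 for miR-275-3p, 0.0029 for miR-305-5p, 0.34 for miR-276-5p and 0.44 for miR-989-3p. Within the first pair of replicates, scanned together, the log2 fold change of miR-275-3p was 0.84, and within the second 0.50. Those of miR-305-5p were 0.39 and 0.47, and those of miR-989-3p −0.11 and −1.72. The first pair holds the displaced array, and with it read 4 rows down its values were 0.46, 0.38 and −0.93. The miR-275 call was lost with slide as a block (adjusted p = 0.21).

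With sugar-fed replicate 2 read 4 rows down, chosen after the data were seen, miR-275-3p had a log2 fold change of 0.48 (standard error 0.05, adjusted p = 4.8e-05), or 1.39-fold, so the call ended on the fold. In this reading miR-305-5p had one of 0.43 (standard error 0.06, adjusted p = 5.6e-04), miR-276-5p 0.22 (standard error 0.08, adjusted p = 0.089) and miR-989-3p −1.32 (standard error 0.42, adjusted p = 0.055), with all 4 blood-fed arrays below every sugar-fed array (3 with the marks kept). No arm passed both limits, and 6 of 46 had an adjusted p under 0.05, 3 higher and 3 lower after blood (2 higher and 0 lower with the outlier marks of that array kept, where miR-989-3p had −1.10 and an adjusted p of 0.26). Each probe by itself at an unadjusted p and 1.5-fold, as in Figure 4, gave miR-275-3p in 2 of 5 probes, miR-305-5p in 1 of 6 and neither miR-276-5p nor miR-989-3p in any of 4 with the arrays as deposited. With replicate 2 read 4 rows down it gave them in 2 of 5, 2 of 6, 0 of 4 and 2 of 4 (lower).

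With probes named for *A. gambiae* 0 of 11 arms passed by limma, and 0 had an unadjusted p under 0.05. Of the arms that the study chose on these samples, 1 of 4 passed, which is not independent evidence (1 when adjusted over the list alone). Of 3 arms of miR-275 and miR-305 and of 3 with a role after a blood meal in earlier work, 1 each passed, miR-275-3p (1 each over the list alone).

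**Figure D3:**
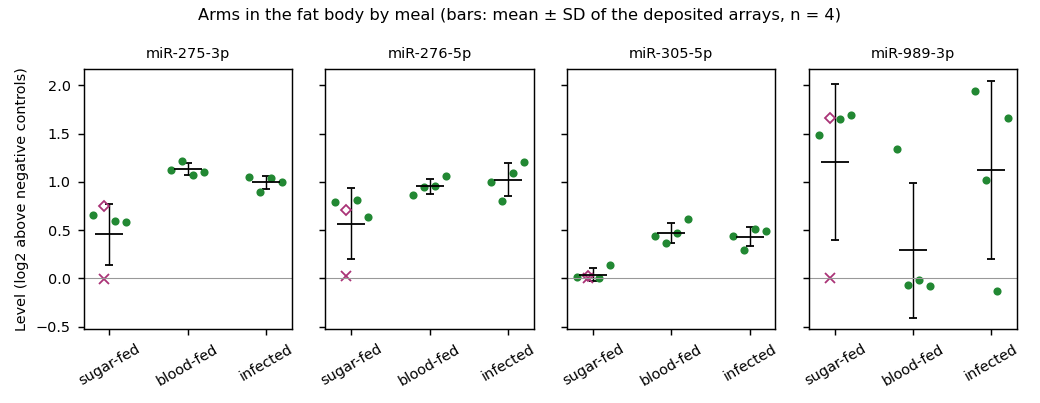
Levels of 4 arms (y axis, log2 above the negative controls, Dipteran probes) in the fat body after each meal (x axis). Points are arrays, bars mean ± SD of the deposited arrays (n = 4), the cross is sugar-fed replicate 2 as deposited and the diamond the same array read 4 rows down; miR-275-3p of that array is at −0.01 and 0.75.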

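In the ovary, let-7-5p fell after blood feeding, from 2.85 ± 0.34 in sugar-fed to 2.01 ± 0.27 in blood-fed females (log2, SD, n = 4 each; probes named for *A. gambiae*), a log2 fold change of −0.84 (standard error 0.18). The level of miR-306-5p rose from 3.86 ± 0.40 to 4.56 ± 0.20 (SD, n = 4), a change of 0.70 (standard error 0.18), with 3 of 4 blood-fed arrays above every sugar-fed one. The limma test gave an adjusted p of 0.0065 for let-7-5p and 0.011 for miR-306-5p, the 2 of 10 arms that passed. With Dipteran probes 1 of 46 arms passed, miR-1-3p, at 3.23 ± 0.11 after blood and 3.86 ± 0.25 after sugar (SD, n = 4), a change of −0.62 (standard error 0.15, adjusted p = 0.033). In that set let-7-5p had a change of −0.50 (adjusted p = 0.033, under 1.5-fold) and miR-306-5p one of 0.19 (adjusted p = 0.12). For miR-305-5p the levels were 0.14 ± 0.06 and −0.03 ± 0.08 (SD, n = 4), a change of 0.17 (standard error 0.08, adjusted p = 0.12). This is a mean over the probes of the arm, which the paper tested separately. Its brightest probe alone, a setting chosen beforehand, passed as higher after blood. For miR-275-3p the change was 0.05 (adjusted p = 0.73) and for miR-276-5p it was 0.18 (adjusted p = 0.12).

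Of the arms of the cluster with miR-306, miR-79 and miR-9, 5 were tested with Dipteran probes, 0 passed and 2 were higher when adjusted over the list alone, with a median log2 fold change of 0.19. Of the 11 broadly expressed arms tested, 1 fell, miR-1-3p, and it was also the only muscle miRNA tested. Within the first and the second pair of replicates, scanned together, the log2 fold change was −0.92 and −0.76 for let-7-5p, 0.92 and 0.48 for miR-306-5p and −0.74 and −0.51 for miR-1-3p. The call of miR-1-3p was lost with slide as a block, offset 0, the processed signal in either scaling, the deposited log2 values, the brightest probe, trend and robust moderation, no filter, a model of all 40 arrays, or when any 1 of 6 arrays was left out, and that of miR-306-5p without sugar-fed replicate 2 (0.57). The change of miR-306-5p turned to −0.15 with the processed signal scaled over all probes. With probes named for *A. gambiae*, a model of all 40 arrays gave 0 calls, so both let-7-5p and miR-306-5p lost theirs. Offset 0 left 1 arm, lower, and 0 higher, so miR-306-5p lost its call there too.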

Higher levels of miR-305-5p were also detected in the ovaries (Figure 4B). No changes in miRNA levels after blood meal were observed in the head (Figure 4C). 

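In the head, the level of miR-275-3p was 0.23 higher in log2 after blood than after sugar (adjusted p = 0.62), that of miR-305-5p 0.13 (adjusted p = 0.62) and that of miR-276-5p 0.16 (adjusted p = 0.67). None of 61 arms tested with Dipteran probes passed by limma, and 0 had an unadjusted p under 0.05. The largest change was that of miR-7-5p, at 0.42 (adjusted p = 0.62). Probes named for *A. gambiae* gave 0 of 11 and 0 at an unadjusted p under 0.05, the largest change being that of miR-34-5p, at 0.40 (adjusted p = 0.29). The 8 tested miRNAs of the nervous system had a median log2 fold change of 0.10, and 0 passed (0 when adjusted over the list alone). The 95% confidence interval of a change in the head reached a median of 0.29 in log2 to either side, and in simulations 36.3% of 1.5-fold changes, the size of the cut-off itself, and 91.6% of 2-fold changes in the head were recovered. The simulated folds were set on the levels after the offset, so a weak arm would need a larger change of its signal to be found. Sugar-fed head replicate 2 had negative controls of 149 intensity units, against 18.6 to 30.2 on the other 3 sugar-fed heads. Its levels of miR-275-3p (0.24) and miR-276-5p (−0.17, log2) lay below those of the other sugar-fed heads, which raises the changes given for these 2 arms.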

Surprisingly, infections with *P. falciparum* had no effect on miRNA expression in any tested tissue (Figure S2, A–C). 

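Against uninfected blood, infected blood changed 0 of 46 arms in the fat body, 0 of 46 in the ovary and 0 of 61 in the head by limma with Dipteran probes, and 1, 3 and 0 arms had an unadjusted p under 0.05. The fat body model shares its spread with the displaced sugar-fed array. With that array read 4 rows down, chosen after the data were seen, 7 of 46 arms had an unadjusted p under 0.05 (4 with its outlier marks kept), and 0 an adjusted p under 0.05. Probes named for *A. gambiae* gave 0 of 11, 0 of 10 and 0 of 11, with no arm at an unadjusted p under 0.05. In the fat body, miR-275-3p was at 0.99 ± 0.07 and miR-305-5p at 0.43 ± 0.10 after infected blood (log2, SD, n = 4). For miR-989-3p, 3 of 4 infected fat bodies had 1.02 to 1.94 and 1 had −0.14. Simulated changes between blood and sugar, with as many arrays, were recovered in 73.6% of cases in the fat body, 97.8% in the ovary and 91.6% in the head at 2-fold, and in 44.8%, 41.0% and 36.3% at 1.5-fold, the size of the cut-off itself. As these folds were set on the levels after the offset, recovery is lower for changes in the signal of weak arms. Infected ovary replicate 4 had negative controls of 60.9 intensity units, against 19.8 to 31.6 on the other 3 infected ovaries.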

The expression changes detected by microarray analysis were further confirmed by qPCR, except for miR-989-3p with very low expression levels in the fat body (Figure 4D). Taken together, our results identified three miRNAs whose expression was modulated during the PV to PBM transition in the fat body, whereas expression of miR-305-5p was also upregulated in the ovaries.

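Whether the response to blood differed between tissues was tested for the arms that passed in any tissue and for miR-275-3p, miR-276-5p, miR-305-5p and miR-989-3p. These arms were picked because they changed in a tissue of these same arrays, here or in the paper. The p-values do not account for that choice, and the model has no block for the replicate number. The log2 fold change of miR-275-3p was 0.63 larger in the fat body than in the ovary (standard error 0.15, adjusted p = 0.0048), the only 1 of 15 such differences to pass by limma with Dipteran probes. With sugar-fed fat body replicate 2 read 4 rows down, 4 passed, and with its outlier marks kept 1, miR-275-3p. With the marks dropped miR-275-3p differed by 0.43 (adjusted p = 0.013) and miR-989-3p by −1.15 (adjusted p = 0.031) between the fat body and the ovary, and miR-305-5p differed by 0.29 (adjusted p = 0.049) and miR-989-3p by −1.34 (adjusted p = 0.013) between the fat body and the head. With Dipteran probes miR-989-3p lay below the negative controls in the head after every meal, so its difference from the head rests on values at the floor. With probes named for *A. gambiae* 0 of 12 passed as deposited by limma, with 1 at an unadjusted p under 0.05. Read 4 rows down, 5 of 12 passed (1 with the outlier marks kept): between the fat body and the ovary let-7-5p by 0.72 (adjusted p = 0.017), miR-306-5p by −0.57 (adjusted p = 0.045) and miR-989-3p by −2.17 (adjusted p = 0.017), miR-989-3p by −2.56 between the fat body and the head, and let-7-5p by −0.79 between the ovary and the head (adjusted p = 0.015 each).

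From the arms beyond its cut-off on the arrays and from quantitative PCR, which by the paper bore out the changes except that of miR-989-3p, the paper concludes that 3 miRNAs of the fat body are modulated at the transition from the previtellogenic to the post blood meal phase and that miR-305-5p is also upregulated in the ovaries.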

**Figure 4:**
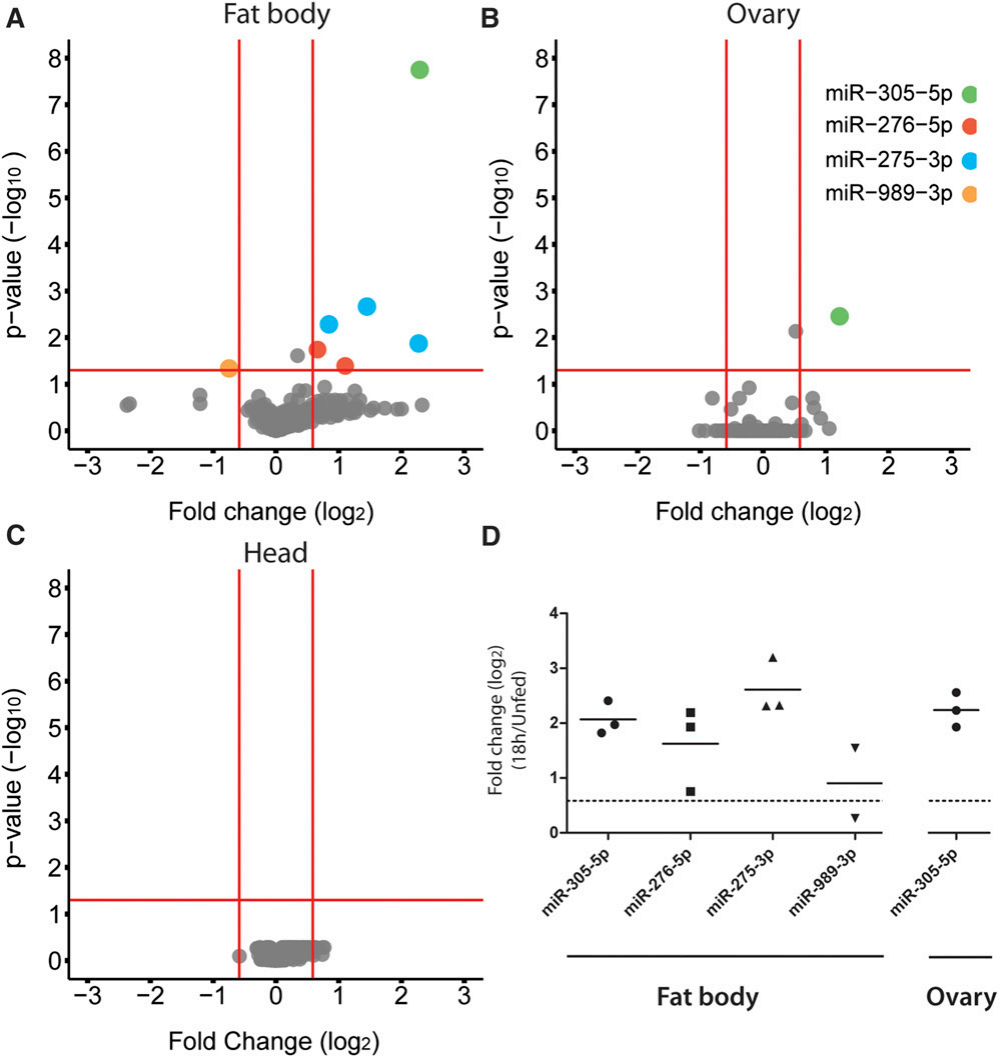
Differentially expressed microRNAs (miRNAs) at 18 hr postfeeding (hpb) in: (A) the fat body, (B) the ovaries, and (C) the head. Cut-off log_10_ *P*-value of ± 1.3 (*P* < 0.05) and log_2_ fold change of ± 0.58 (FC > 1.5) (*n* = 4) were used to detect significant changes in miRNA expression by fitting a linear model with empirical Bayes statistics. The dots represent different miRNA probes. (D) Blood feeding-induced changes (log_2_ FC) in the fat body and ovary of miRNA expression levels at 18 hpb measured by quantitative polymerase chain reaction. Results of three independent experiments are shown, horizontal lines indicate mean values.

### Expression of blood meal-induced miRNAs during the PBM phase

The kinetics of tissue-specific expression of the blood feeding-induced miRNAs was further analyzed by qPCR. The highest expression levels of miR-305-5p, miR-275-3p, and miR-276-5p were observed in the head before blood feeding, while expression of miR-989-3p was only detected in the ovaries (Figure 5A). Expression levels of miR-275-3p, miR-276-5p, and miR-305-5p transiently declined in the head at 24 and 28 hpb, and regained the initial levels by 32 hpb (Figure 5A). In contrast, high levels of these miRNAs were detected in the fat body and midgut at the same time points (Figure 5, B and C). In the fat body, miR-275-3p and miR-276-5p levels peaked at 28 and 32 hpb, and remained high at 48 hpb. High interreplicate variation was observed for miR-305-5p, whose levels increased between 20 and 48 hpb (Figure 5B). In the midgut, miR-275-3p, miR-276-5p, and miR-305-5p peaked at 24–32 hpb, but, in contrast to the fat body, their levels slightly declined by 48 hr PBM (Figure 5C). High expression levels of miR-989-3p detected in the ovaries before blood feeding gradually declined during 48 hpb. In contrast, low transcript levels of miR-305-5p, miR-275-3p, and miRNA-276-5p in the ovaries slightly increased at 28 and 32 hpb (Figure 5D). We concluded that PV to PBM transition regulates miRNA expression levels in a tissue- and time-specific manner.

**Figure 5:**
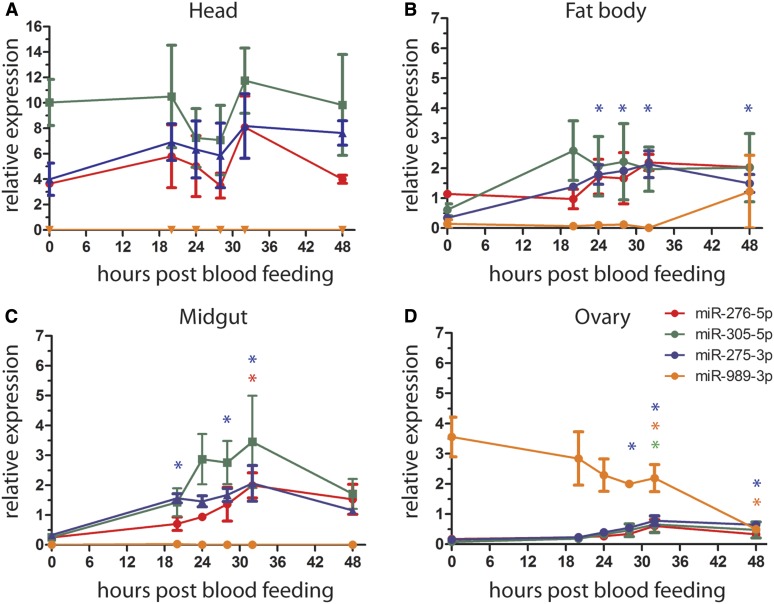
Tissue-specific expression of miR-276-5p, miR-305-5p, miR-275-3p, and miR-989-3p during the postblood meal phase in (A) the head, (B) the fat body, (C) the midgut, and (D) the ovary. Results of three independent experiments are shown as mean ± SEM. For statistical analyses, all time points were compared to 0 hr (unfed) by one-way ANOVA, Tukey’s *post hoc* test and significant differences are shown by asterisk (* *P* < 0.05; *n* = 5).

## Discussion

We report a global overview of miRNA expression in the *A. gambiae* tissues during the late PV and PBM phases. We found that the majority of *A. gambiae* miRNAs are expressed in a tissue-specific manner, with the exception of the ubiquitously highly expressed miR-8. While six miRNAs showed tissue-specific bias in arm expression, one-third of the miRNAs expressed both arms. Previous RNA sequencing studies of whole mosquitoes identified miR-10, miR-184, miR-263, miR-281, and miR-306 as the most abundant miRNAs in adult females (Biryukova *et al.* 2014; Castellano *et al.* 2015). 

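Dipteran probes read miR-184-3p, a miRNA of germline and egg development in *Drosophila*, in all 4 tissues, at 5.42 ± 0.11 in the midgut, 4.39 ± 0.34 in the ovary, 4.00 ± 0.24 in the head and 2.82 ± 1.89 in the fat body (log2, SD, n = 4 each). It differed between tissues (adjusted p = 0.021, limma's moderated F-test), with the displaced replicate 2, near the level of the negative controls, in the fat body mean. Read with probes named for *A. gambiae*, the level of miR-306-5p in the ovary was 3.16-fold that in the head, 2.08-fold that in the midgut and 5.05-fold that in the fat body (adjusted p 0.0034, 0.051 and 2.3e-04), and it was 2.20 ± 0.32 in the head and 2.80 ± 0.19 in the midgut (SD, n = 4). With the displaced array read 4 rows down, chosen after the data were seen, miR-306-5p was enriched in the ovary. It then lay 2.06-fold above the midgut and 3.34-fold above the fat body (limma, adjusted p 1.4e-04 and 5.0e-07). From Dipteran probes, miR-263a-5p, which protects sense organs from cell death in *Drosophila*, was at 0.84 ± 0.47 in the head, 0.88 ± 0.06 in the ovary, 0.38 ± 0.26 in the fat body and below the negative controls in the midgut (SD, n = 4).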

We show that expression of these abundant miRNAs is restricted to specific tissues (Figure 6A). These results are in agreement with functional specialization of tissues, which is in part regulated by miRNAs (Jin *et al.* 2012; Loya *et al.* 2014; Lee *et al.* 2015).

**Figure 6:**
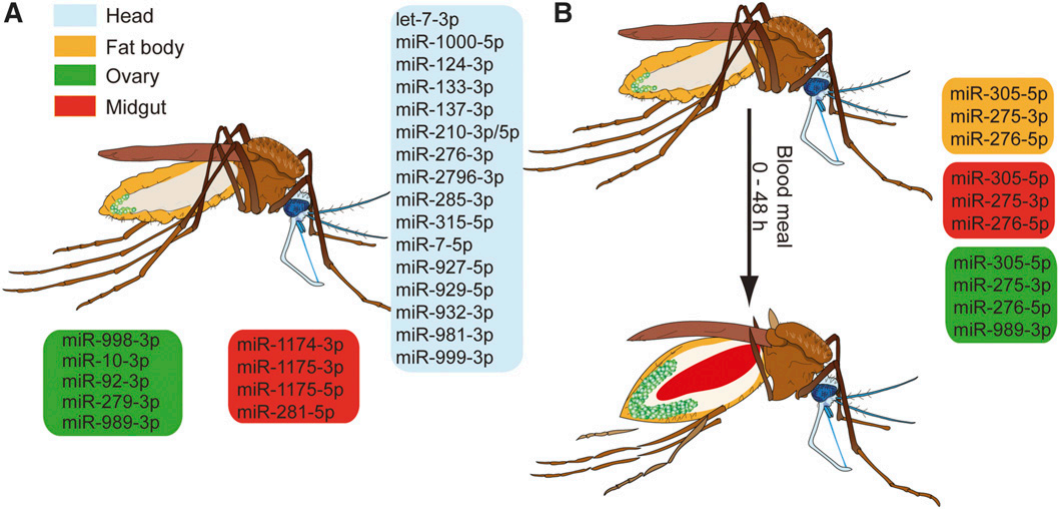
Schematic summary of tissue-specific microRNA (miRNA) expression during the gonotrophic cycle of the female *A. gambiae* mosquito (A) Tissue-enriched miRNAs in sugar-fed mosquitoes. Enrichment cut-off for tissue-specific miRNAs was set at 1.5-fold. (B) miRNAs regulated during the postblood meal phase. The colored boxes show tissue-specific miRNAs (blue = head, yellow = fat body, green = ovary, and red = midgut).

Reproduction in many mosquito species is tightly coupled to blood feeding. During the PV phase, females feed on sugars to increase energy reserves for efficient egg development (Hou *et al.* 2015; Wang *et al.* 2017). Previous reports have shown that miR-1174 regulates sugar absorption in the midgut of *Aedes* female mosquitoes (Liu *et al.* 2014). We demonstrate conservation of the midgut-specific expression of miR-1174/1175 and miR-281 between *A. gambiae* and *Ae. aegypti* (Winter *et al.* 2007; Liu *et al.* 2014; Zhou *et al.* 2014). In addition, we also observed high levels of miR-277 in the midgut. 

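The level of miR-277-3p in sugar-fed females was 3.89 ± 0.19 in the midgut, 2.63 ± 0.22 in the head, 1.76 ± 1.17 in the fat body and 1.17 ± 0.17 in the ovary (log2, SD, n = 4 each; Dipteran probes). The midgut lay 2.39-fold above the head, 4.36-fold above the fat body and 6.58-fold above the ovary (limma, adjusted p 0.023, 0.0014 and 8.7e-05). Within each pair of arrays scanned together, the midgut lay 1.26 above the head in log2. The call was lost when midgut replicate 2, 3 or 4 was left out. The fat body mean includes the displaced replicate 2 near the level of the negative controls, which enlarges the fold over the fat body and the spread. With that array read 4 rows down, chosen after the data were seen, miR-277-3p stayed enriched in the midgut.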

*Drosophila* miR-277 regulates branched-chain amino acid (BCAA) catabolism and activates TOR signaling in the thoracic muscles (Esslinger *et al.* 2013). BCAAs serve as signaling metabolites in tissue communication, systemically promote anabolic metabolism, and release hormones from the intestinal tract in mice (Nishitani *et al.* 2002; Ijichi *et al.* 2003; She *et al.* 2007; Chen and Reimer 2009). It is possible, that BCAA catabolism in the midgut signals food uptake to distant tissues. Further investigations of miR-277 function in the midgut are needed to explore an interesting link between food digestion, TOR signaling, and systemic metabolic changes. TOR signaling is tightly connected to synthesis of JH, the major driver of the PV phase (Pérez-Hedo *et al.* 2013). During insect development, systemic JH levels serve as a checkpoint for sufficient energy reserves and body size before transition to the next developmental stage. *Drosophila* miR-2 generates a threshold for developmental transitions by regulating downstream JH signaling (Lozano *et al.* 2015). The rise of JH levels with nutrient availability during the PV phase suggests that the JH checkpoint’s function may also be conserved in mosquitoes (Shiao *et al.* 2008; Clifton and Noriega 2011; Perez-Hedo *et al.* 2014). Furthermore, high expression levels of miR-2 in the PV phase indicate that expression of this miRNA may also regulate JH signaling in *A. gambiae*.

Brain tissues, especially the central nervous system, play essential roles in the PV phase by regulating mosquito olfactory and circadian behaviors (Carey *et al.* 2010; Kessler *et al.* 2015). Efficient response to blood feeding depends on timely accumulation of the ovary ecdysteroidogenic hormone in the granules of neurosecretory cells (Brown and Cao 2001). We found that the majority of the tissue-specific miRNAs are expressed in the head, including the well-known miRNAs that regulate olfactory sensing and circadian rhythms (Li *et al.* 2013; Wang *et al.* 2014; Chen and Rosbash 2016; Garaulet *et al.* 2016; Zhang *et al.* 2016a). In mosquitoes, these processes shape such important vector competence traits as host seeking and biting behavior; therefore, further investigation of the head-specific miRNAs should identify new factors and mechanisms that regulate vector competence.

Although feeding induces massive physiological changes in the mosquito, we identified only modest changes in expression levels of miRNAs during the early PBM phase in the head, fat body, and ovaries (Figure 6B). Note that no information could be generated for the midgut tissues pending the technical problem of cross-hybridization. Interestingly, blood meal-induced miRNAs in the fat body follow similar expression patterns in the midgut, indicating potential roles of these miRNAs in the regulation of mosquito metabolism. In line with this hypothesis, miR-275 and miR-305 modulate metabolic processes in other insects. In *Ae. aegypti*, miR-275 ensures successful blood meal digestion, fluid excretion, and, consequently, egg development (Bryant *et al.* 2010). In agreement with miR-275 expression patterns in *A. gambiae*, TOR and ecdysone control expression of this miRNA in *Ae. aegypti* (Bryant *et al.* 2010). Similarly, TOR and insulin pathways in *Drosophila* regulate expression of miR-305 in the fat body and the gut, respectively, where miR-305 fosters adaptation to starvation by balancing stem cell renewal and differentiation in a nutrient-dependent context (Barrio *et al.* 2014; Foronda *et al.* 2014). Interestingly, increased levels of miR-305 in the midgut 24 hr after *P. falciparum* infection negatively impact parasite development in *A. gambiae* (Dennison *et al.* 2015). Although the mechanisms of parasite inhibition are currently unknown, it is plausible that miR-305 affects *Plasmodium* development by regulating midgut homeostasis and/or nutrient availability. Further studies should examine whether the effect of miR-305 on *Plasmodium* development is midgut-specific. We did not detect any miRNAs regulated by *P. falciparum* infection in the head, fat body, and ovaries during the early PBM phase. Whether parasite replication regulates miRNA expression during later stages of the PBM phase remains to be investigated.

As ovary growth and maturation is initiated in the second half of the PBM phase, it is not surprising that we detected only minor changes in the expression levels of ovarian miRNAs. Indeed, at 24 hr PBM, the oocytes only begin to accumulate lipids necessary for their maturation. Nevertheless, the observed downregulation of miR-989 coincides in time with the initiation of border cell migration, which in *Drosophila* is regulated by miR-989 (Kugler *et al.* 2013). Therefore, *A. gambaie* miR-989 may have a conserved role in the induction of oogenesis.

Collectively, our results show tissue-specific expression patterns of 74 *A. gambiae* miRNAs during the PV and PBM phases. Recent metabolic studies during the gonotrophic cycle in *Aedes* mosquitoes have identified the highest metabolic activity at 36 hpb in the fat body (Hou *et al.* 2015; Wang *et al.* 2017). Therefore, we propose that the tissue-specific modulation of miRNA expression by blood feeding reported in this study may contribute to the regulation of metabolic changes during the mosquito gonotrophic cycle.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300170/-/DC1.

# Supplementary material for: MicroRNA Tissue Atlas of the Malaria Mosquito Anopheles gambiae
**Source:** G3 (Bethesda). 2017 Nov 16;8(1):185–93. doi: 10.1534/g3.117.300170
**Supplement:** Supplementary file 3

Supplemental Figure Legends

**Figure S1: Tissue-specific miRNA expression in blood-fed A. gambiae.** Heatmap of miRNA expression levels in the head, midgut, fat body and ovaries at 18 h post blood meal. Colour gradient from light blue to dark brown represents the increase in miRNA expression.

**Figure S2: Differentially expressed miRNAs at 18 h post P. falciparum-infected blood feeding in A. gambiae tissues.** (A) fat body, (B) ovaries and (C) head. Cut-off log10 p-value of +/-1.3 (p<0.05) and log2 fold change of +/-0.58 (FC>1.5) (n=4) were used to detect significant changes in miRNA expression by fitting a linear model with empirical bayes statistics.

Supplemental Tables

Table S1: The microarray repertoire of A. gambiae miRNA arms

| aga-miR-212 | aga-miR-79-5p | aga-miR-278-3p | |
| --- | --- | --- | --- |
| aga-miR-929-5p | aga-miR-87-3p | aga-miR-9c-5p | |
| aga-miR-100-5p | aga-mir-2796-5p | aga-miR-9a-5p | |
| aga-miR-281-5p | aga-mir-2940-5p | aga-miR-957-3p | |
| aga-miR-1175-5p | aga-mir-33-3p | aga-miR-1890-3p | |
| aga-miR-308-3p | aga-miR-263b-3p | aga-miR-317-3p | |
| aga-miR-282-5p | aga-miR-1174-5p | aga-mir-286b-5p | |
| aga-miR-92b-3p | aga-miR-988-5p | aga-mir-2945-5p | |
| aga-miR-125-3p | aga-miR-79-3p | aga-miR-279-3p | |
| aga-miR-1889-3p | aga-miR-9c-3p | aga-miR-996-3p | |
| aga-mir-10368-5p | aga-miR-283-5p | aga-bantam-3p | |
| aga-miR-10-5p | aga-miR-277-3p | aga-miR-1175-3p | |
| aga-miR-iab-4-5p | aga-mir-10375b-3p | aga-miR-1891-5p | |
| aga-miR-307-5p | aga-miR-965 | aga-let-7-5p | |
| aga-miR-9b-5p | aga-miR-965-3p | aga-miR-12-5p | |
| aga-miR-190-5p | aga-miR-124-3p | aga-miR-219-5p | |
| aga-miR-276-5p | aga-miR-8-3p | aga-mir-932-3p | |
| aga-miR-210-5p | aga-miR-993-5p | aga-mir-2c-3p | |
| miR-iab-8-3p | aga-mir-998-5p | aga-miR-7-5p | |
| aga-mir-10355-3p | aga-mir-285-5p | aga-miR-1-3p | |
| aga-miR-1000-5p | aga-mir-31-3p | aga-miR-184-3p | |
| aga-miR-305-5p | aga-mir-980-3p | aga-mir-31-5p | |
| aga-miR-927-3p | chr2R_3959-miR* | aga-miR-72-1 | |
| aga-miR-10-3p | aga-miR-276-3p | aga-miR-34-5p | |
| aga-miR-1889-5p | chr2L_3426-miR | aga-miR-263a-5p | |
| aga-miR-11-3p | aga-mir-2a-1-3p | aga-miR-281-3p | |
| aga-miR-8-5p | aga-miR-2-1-3p | chrX_40848 | |
| aga-miR-1-5p | aga-miR-13b-3p | aga-chrX_353716 | |
| aga-miR-190-3p | aga-mir-2944a-1-3p | aga-miR-989-3p | |
| aga-bantam-5p | aga-miR-92a-3p | aga-mir-999-5p | |
| aga-miR-305-3p | aga-miR-137-3p | chrUNKN_30285 | |
| aga-miR-iab-4-3p | aga-mir-932-5p | chr2R_12239-miR | |
| aga-mir-980-5p | aga-miR-307-3p | aga-miR-981-3p | |
| aga-miR-263a-3p | aga-miR-309-3p | aga-miR-133-3p | |
| aga-miR-929-3p | aga-miR-3-1-miR | aga-miR-210-3p | |
| aga-mir-252-3p | aga-miR-1174-3p | aga-miR-927-5p | |
| aga-miR-263b-5p | aga-miR-275-3p | aga-miR-375-1-3p | |
| aga-miR-315-3p | aga-miR-306-5p | aga-miR-315-5p | |
| aga-miR-993-3p | aga-miR-14-3p |  |  |
| aga-mir-2944b-5p | aga-miR-970-3p |  |  |
| aga-mir-2944a-5p | aga-miR-125-5p |  |  |

Table S2: Proportion of miR-3p arm expression of miRNAs expressing both miRNA arms.

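The 3p proportion is the level of the 3p arm divided by the sum of both arms. The paper does not state its scale, and computed here from log2 levels above the negative controls it was 0.924 in the head for miR-124, 0.876 in the head for miR-210 and 0.125 in the midgut for miR-1175. For miR-10 it was 0.788 in the head, 0.566 in the midgut, 0.804 in the fat body and 0.955 in the ovary. For miR-263a it was 0.103 in the head, 0.5 in the midgut, 0.192 in the fat body and 0.0538 in the ovary, and for miR-281 it was 0.116 in the midgut. For miR-307 it was 0.686 in the head, 0.5 in the midgut, 0.776 in the fat body and 0.552 in the ovary. Each is a mean of 4 arrays. Levels under 0.05 were set to 0.05, so a proportion of 0.5 means that neither arm was above the negative controls. Where only 1 arm lay above them, as for miR-263a in the ovary and miR-124 in the head, the proportion depends on this floor.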

| **miRNA** | **Fat body** | **Head** | **Ovary** | **Midgut** | **Standard deviation** |
| --- | --- | --- | --- | --- | --- |
| bantam | 0,744 | 0,575 | 0,630 | 0,515 | 0,097 |
| miR-1 | 0,950 | 0,933 | 0,960 | 0,917 | 0,019 |
| miR-10 | 0,761 | 0,611 | 0,799 | 0,605 | 0,101 |
| miR-1175 | 0,468 | 0,549 | 0,537 | 0,285 | 0,122 |
| miR-124 | 0,240 | 0,855 | 0,465 | 0,440 | 0,257 |
| miR-125 | 0,104 | 0,108 | 0,082 | 0,115 | 0,014 |
| miR-13 | 0,665 | 0,644 | 0,766 | 0,709 | 0,054 |
| miR-190 | 0,511 | 0,560 | 0,385 | 0,517 | 0,075 |
| miR-210 | 0,691 | 0,765 | 0,519 | 0,449 | 0,147 |
| miR-263 | 0,130 | 0,223 | 0,152 | 0,444 | 0,144 |
| miR-276 | 0,502 | 0,599 | 0,674 | 0,522 | 0,079 |
| miR-281 | 0,308 | 0,539 | 0,159 | 0,174 | 0,176 |
| miR-305 | 0,423 | 0,333 | 0,362 | 0,423 | 0,045 |
| miR-307 | 0,700 | 0,605 | 0,530 | 0,443 | 0,109 |
| miR-31 | 0,328 | 0,526 | 0,340 | 0,391 | 0,091 |
| miR-79 | 0,718 | 0,831 | 0,916 | 0,820 | 0,081 |
| miR-8 | 0,557 | 0,606 | 0,608 | 0,561 | 0,028 |
| miR-927 | 0,326 | 0,398 | 0,411 | 0,438 | 0,048 |
| miR-929 | 0,188 | 0,344 | 0,520 | 0,492 | 0,153 |
| miR-993 | 0,623 | 0,514 | 0,478 | 0,514 | 0,063 |

Table S3: One-way ANOVA results for the differential expression of miRNA arm proportion across tissues.

| **miRNA** | **One-way ANOVA (p-value)** |
| --- | --- |
| miR-10 | 0.0244 |
| miR-1175 | 0.00395 |
| miR-124 | 9.18e-07 |
| miR-210 | 1.7e-05 |
| miR-263 | 9.76e-05 |
| miR-281 | 2.7e-05 |
| miR-307 | 1.65e-05 |

Table S4: Description of the microarray data files submitted to GEO expression omnibus.

| File number | File name | Mosquito tissue | Experimental  Condition | Time point |
| --- | --- | --- | --- | --- |
| \| 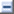GSM2752776 \| \| --- \| | UF_Carcass_1 | Abdominal carcass | Sugar fed | respective TP to 18 hpb |
| GSM2752777 | UF_Carcass_2 | Abdominal carcass | Sugar fed | respective TP to 18 hpb |
| GSM2752778 | UF_Carcass_3 | Abdominal carcass | Sugar fed | respective TP to 18 hpb |
| GSM2752779 | UF_Carcass_4 | Abdominal carcass | Sugar fed | respective TP to 18 hpb |
| GSM2752780 | UF_Midgut_1 | Midgut | Sugar fed | respective TP to 18 hpb |
| GSM2752781 | UF_Midgut_2 | Midgut | Sugar fed | respective TP to 18 hpb |
| GSM2752782 | UF_Midgut_3 | Midgut | Sugar fed | respective TP to 18 hpb |
| GSM2752783 | UF_Midgut_4 | Midgut | Sugar fed | respective TP to 18 hpb |
| GSM2752784 | UF_Ovaries_1 | Ovaries | Sugar fed | respective TP to 18 hpb |
| GSM2752785 | UF_Ovaries_2 | Ovaries | Sugar fed | respective TP to 18 hpb |
| GSM2752786 | UF_Ovaries_3 | Ovaries | Sugar fed | respective TP to 18 hpb |
| GSM2752787 | UF_Ovaries_4 | Ovaries | Sugar fed | respective TP to 18 hpb |
| GSM2752788 | UF_Head_1 | Head | Sugar fed | respective TP to 18 hpb |
| GSM2752789 | UF_Head_2 | Head | Sugar fed | respective TP to 18 hpb |
| GSM2752790 | UF_Head_3 | Head | Sugar fed | respective TP to 18 hpb |
| GSM2752791 | UF_Head_4 | Head | Sugar fed | respective TP to 18 hpb |
| GSM2752792 | UI_Carcass_1 | Abdominal carcass | human blood | 18 hpb |
| GSM2752793 | UI_Carcass_2 | Abdominal carcass | human blood | 18 hpb |
| GSM2752794 | UI_Carcass_3 | Abdominal carcass | human blood | 18 hpb |
| GSM2752795 | UI_Carcass_4 | Abdominal carcass | human blood | 18 hpb |
| GSM2752796 | UI_Ovaries_1 | Ovaries | human blood | 18 hpb |
| GSM2752797 | UI_Ovaries_2 | Ovaries | human blood | 18 hpb |
| GSM2752798 | UI_Ovaries_3 | Ovaries | human blood | 18 hpb |
| GSM2752799 | UI_Ovaries_4 | Ovaries | human blood | 18 hpb |
| GSM2752800 | UI_Head_1 | Head | human blood | 18 hpb |
| GSM2752801 | UI_Head_2 | Head | human blood | 18 hpb |
| GSM2752802 | UI_Head_3 | Head | human blood | 18 hpb |
| GSM2752803 | UI_Head_4 | Head | human blood | 18 hpb |
| GSM2752804 | I_Carcass_1 | Abdominal carcass | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752805 | I_Carcass_2 | Abdominal carcass | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752806 | I_Carcass_3 | Abdominal carcass | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752807 | I_Carcass_4 | Abdominal carcass | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752808 | I_Ovaries_1 | Ovaries | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752809 | I_Ovaries_2 | Ovaries | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752810 | I_Ovaries_3 | Ovaries | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752811 | I_Ovaries_4 | Ovaries | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752812 | I_Head_1 | Head | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752813 | I_Head_2 | Head | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752814 | I_Head_3 | Head | *P. falciparum*-infected human blood | 18 hpb |
| GSM2752815 | I_Head_4 | Head | *P. falciparum*-infected human blood | 18 hpb |

* TP = Time point; BM = blood meal; hpb = hours post blood feeding

How the deposited data were processed for this re-analysis (not part of the article)

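The study measured miRNAs of *A. gambiae* females with 40 one-colour microarrays, each from tissue pooled from 15 females. There were 4 arrays for each of 10 groups: head, ovary and fat body (abdominal carcass) of sugar-fed, blood-fed and infected females, and midgut of sugar-fed females. Blood-fed midguts were not analysed here. The arrays lie on 6 slides. Replicates 1 and 2 of every group were scanned in 1 batch and replicates 3 and 4 in another, so groups are balanced over the batches. Slides are not balanced over the meals.

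The authors scanned the arrays and read the spots with Agilent Feature Extraction (version 11.5.1.1 by the deposited files, at 3 µm per pixel). The deposited intensity values are the mean brightness of each spot and the median brightness of its local background, neither corrected nor normalized between arrays. A further deposited intensity, the processed signal, has a spatial trend removed by the software. The authors also deposited 1 log2 value per probe and array, which by the methods was corrected with normexp, normalized by quantiles and averaged over replicate spots with limma. These log2 values hold 3812 probes with the controls, of which 3768 matched the probes of the scanner files. Their medians lie between 4.51 and 4.66, so the negative controls were not subtracted from them. On 39 of 40 arrays they correlated best with the scanner file of the same array (0.355 to 0.997).

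Every array has 62976 spots, 60812 of them with miRNA probes and 1000 negative controls. Spots that the software marked as non-uniform or as outliers among replicate spots were left out where other spots of the probe remained. A probe counts as well above background where the software marked a share of at least 0.5 of its spots so. Levels were computed from the mean brightness with R 4.3.3, data.table 1.17.8 and limma 3.58.1: normexp correction against the local background with an offset of 50, quantile normalization over all 40 arrays, and the mean over replicate spots of a probe. The mean of the negative control spots of the array was subtracted, and the probes of an arm were averaged. The paper's methods state no offset. They also remove negative probes and treat probes of different sequence separately, whereas here arms were averaged over their probes, those below the negative controls included. Adjusted p-values are from limma's linear models with empirical Bayes moderation and the Benjamini-Hochberg adjustment over the arms tested.

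Arms were taken from the names of the probes. The planned set holds probes named for *A. gambiae* (37 probes, 18 arms), of which 17 arms were taken from Table S1, where the miRNA has only 1 arm, because the probe names no arm. The second set, planned as an alternative, adds probes named for *Ae. aegypti*, *Cx. quinquefasciatus* and *D. melanogaster* (Dipteran probes; 394 probes, 116 arms), because most arms the paper discusses have no probe with an *A. gambiae* name. The paper's rule on complementary nucleotides needs the mature *A. gambiae* sequences, which were not used here.

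Tissues were compared in 1 model of the 16 sugar-fed arrays, with a moderated F-test over the 4 tissues and pairwise contrasts. An arm counts as enriched where it lies at least 1.5-fold above each other tissue with an adjusted p under 0.05 in all 3 contrasts. Use of the 3p and 5p arms was tested on their log2 difference within each array. Meals were compared in 1 model of 12 arrays per tissue, and differences of the response between tissues by interaction contrasts in a model of 36 arrays. Background measures were compared by exact permutation tests, whose smallest possible p is 0.0286. The number of arrays limits precision: the median half-width of a 95% confidence interval for a change after blood was 0.27 in log2 in the fat body, 0.20 in the ovary and 0.29 in the head with Dipteran probes, and 0.84, 0.30 and 0.41 with probes named for *A. gambiae*.

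On simulated data made from these arrays, changes of 1.5-fold were recovered in 44.8% of cases in the fat body, 41.0% in the ovary and 36.3% in the head, changes of 2-fold in 73.6%, 97.8% and 91.6%, and changes of 4-fold in 89.2%, 100% and 100%. Unchanged arms were called in at most 0.32% of cases. The folds were added to the levels of the arms after the offset, so changes in the signal of weak arms would be recovered less often. Head enrichment was recovered in 16.2% of cases at 1.5-fold, 75.9% at 2-fold and 93.9% at 4-fold. With 1 displaced array read 4 rows down, recovery in the fat body was 48.0%, 98.1% and 99.3%. A search for displaced rows found the simulated displacement in 5 of 5 arrays.

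On sugar-fed fat body replicate 2 the probe names appear to lie 4 rows off the spots. The main values use this array as deposited. A reading with the names moved by 4 rows is given beside them and was chosen after the data were seen. In that reading the marks for outliers among replicate spots, which had been set under the wrong names, were dropped for this array. This was also chosen after seeing the values: with the marks kept, its correlations with the other 3 sugar-fed fat bodies were 0.868, 0.895 and 0.898, and without them 0.959, 0.978 and 0.983. Both versions were run as alternatives.

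Alternatives fixed before the data were examined were offset 0 and 16, no background correction, the processed signal scaled in 2 ways, quantiles over the compared arrays alone, the deposited log2 values, the brightest probe, Dipteran probes, blocks for replicate number, slide or scan batch, a trend with robust moderation, other filters and thresholds, each probe tested by itself, other sets of arrays in the model and leaving out each array in turn. Added after the data were seen were the readings of the displaced array, leaving out 3 arrays in doubt (sugar-fed fat body replicate 2, sugar-fed head replicate 2 and infected ovary replicate 4), and testing each probe by itself at an unadjusted p with 1.5-fold, also with offset 0.

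Same-numbered arrays of the 3 meals were checked for deviations that go together. In the head all 12 pairs had a correlation over 0.1 (0.26 to 0.94 with Dipteran probes, 0.38 to 0.90 with probes named for *A. gambiae*), and an array correlated best with its own number in 3 and 5 of 12 cases. The source of this pairing is the data, not the paper. In the head the replicate block changed no call. For tissues the source is the paper, in which the tissues of a group were pooled from the same 15 females, so same-numbered tissues of sugar-fed females are taken to share females, although no label states that the numbers match. Between tissues 19 of 24 pairs had a correlation over 0.1 with Dipteran probes and 17 of 24 with probes named for *A. gambiae*, and an array correlated best with its own number in 16 and 11 of 24 cases. The models fixed beforehand have no block, and the blocked value is given where it changes a call.

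Before the data were examined, 18 lists of miRNAs were written from general knowledge of insects and from the paper, and the lists from the paper were chosen by the study on these samples. Arms named in the text are those the paper names in its results, discussion or Figures 2 to 6 for the comparison, members of these lists as examples, and, per comparison, the 10 arms with the largest change in each direction among those past the threshold whose arrays in 1 group all lie above those of the other. The values in Tables S2 and S3 and Figures 2 to 5 had been seen when this rule was written. Named outside the rule, after their values were seen, were arms that made up a count of 5 or fewer or stood out. The p-values of Table S3 come from another test and were not compared. Figures were drawn with matplotlib.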

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

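The test for a failed hybridization, the reading of 1 array 4 rows down, the choice to drop its outlier marks, the tests of single arms against the displaced array, by whether they still differ from 0 without its displacement, and the share of ovary tissue computed below were chosen only after the results were seen.

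Of 20 groups of 4 arrays tested for a sample far from the others in measures of the whole array, 2 had such a sample, and of 36 groups tested for the levels of the 4 arms of Figure 4 there were 7. Chance alone puts about 1 in 20 groups past the limit. The sugar-fed midgut replicate 4 had 6.13% of spots well above background, more than the other midguts. Sugar-fed head replicate 2 had negative controls of 149 intensity units, and its levels of miR-275-3p (0.24) and miR-276-5p (−0.17, log2) lay below those of the other sugar-fed heads. The level of miR-305-5p in sugar-fed fat body replicate 4 (0.14) lay above that of the other 3, and the level of miR-989-3p in blood-fed ovary replicate 2 (4.13) lay apart from the other blood-fed ovaries.

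Sugar-fed fat body replicate 2 lay apart from the other 3 sugar-fed fat bodies with miR-275-3p at −0.011 and miR-989-3p at 0.0079 (log2). A failed hybridization is argued against by its share of spots well above background, 3.65%, within the 2.21% to 8.51% of the other 39 arrays. Probe names 4 rows off the spots remain as the candidate explanation: the spread between spots of a probe was lowest at 4 rows, and the median correlation with the other 3 arrays rose to 0.895 with the outlier marks kept. With the marks kept, 1 of the 3 correlations (0.868) stayed over 0.1 below the range of the others among themselves (0.979 to 0.987), and with the marks dropped the median was 0.978. The authors' deposited log2 values of this array reach 7.01, against 14.29 or more on the other arrays, so it stands apart in them as well, and no biological explanation was tested.

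The change of miR-275-3p was 0.63 larger in the fat body than in the ovary in log2 (adjusted p = 0.0048, limma's interaction contrast). That test covered arms picked because they changed on these same arrays, which its p-value does not account for. The study calls miR-275-3p, miR-276-5p and miR-305-5p higher in the blood-fed fat body. Their median log2 fold change was 0.43 as deposited and 0.43 with the displaced array read 4 rows down, between the bounds of 0.29 and 0.58 set beforehand, while the median of all arms moved from 0.11 to 0.016. As the whole cause, this array is argued against for miR-275-3p and miR-305-5p, which stayed above 0 after the move. The log2 fold change of miR-275-3p was 0.67 (standard error 0.13) before and 0.48 (standard error 0.05, adjusted p = 4.8e-05) after it, and its call ended because 0.48 is under 1.5-fold. For miR-305-5p it was 0.43 (standard error 0.07) before and 0.43 (standard error 0.06, adjusted p = 5.6e-04) after, since the array held it at 0.0087 before and 0.020 after, within the −0.00047 to 0.14 of the other 3. By the lower bound of 0.29 miR-305-5p alone would be undecided, as its 95% confidence interval of 0.29 to 0.56 begins there. With the outlier marks kept both stayed above 0 (adjusted p = 1.1e-05 and 9.0e-04). For miR-276-5p, at 0.39 (standard error 0.16) before and 0.22 (standard error 0.08, adjusted p = 0.089) after, the array cannot be told apart from a change in the tissue, since neither value passed the adjusted p. RNA from the human blood meal cannot be told apart either. Of the 3 arms chosen for it, miR-92a-3p and miR-92b-3p lay below the negative controls in the fat body and were not tested. With the displaced array read 4 rows down they were at −0.11 and −0.13 (log2) both after sugar and after blood. No rise was seen in these 2 arms, but near the floor the offset holds small rises down. The third, let-7-5p, had a log2 fold change of 0.15 (0.49 with the outlier marks kept, 0.70 as deposited). A response of the tissue to the blood meal stays open and untested.

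Blood-fed fat body replicate 1, with miR-989-3p at 1.34, lay far from the other 3 blood-fed arrays at −0.08 to −0.01. Moving the displaced array decides nothing about the lower miR-989-3p after blood, since as deposited it read 0.0079 against 1.48 to 1.69 on the other sugar-fed arrays, which lowers their mean and can only hide a fall. With it read 4 rows down the change was −1.32 (adjusted p = 0.055), and −1.10 with the outlier marks kept (adjusted p = 0.26). Ovary tissue left on some carcasses cannot be told apart from a change in the fat body: the other 6 arms enriched in the ovary had a median log2 fold change of 0.039 (−0.17 to 0.12), but an ovary share of 11.3%, enough for miR-989-3p, would lower their median by 0.26 (0.17 to 0.39). The bound of −0.29 set beforehand was therefore wrong, as even such a share would not reach it. Each of the 6 arms lay above its expected value. The gap was wide for miR-998-3p (0.12, standard error 0.06, expected −0.24), miR-9c-5p (0.087, 0.13, −0.39), miR-279-3p (0.065, 0.12, −0.26) and miR-79-3p (0.014, 0.15, −0.32). It was small for miR-10-3p (−0.087, 0.097, −0.17) and miR-9c-3p (−0.17, 0.09, −0.27). The share itself rests on the change of miR-989-3p, which has a standard error of 0.42. A change of miR-989-3p with the meal, or between carcasses, stays open and untested.

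Infected blood against sugar gave calls in the ovary. There let-7-5p had a log2 fold change of −1.06 (adjusted p = 9.2e-04) and miR-184-3p one of −0.62 (adjusted p = 0.011) by limma with probes named for *A. gambiae*. With Dipteran probes let-7-5p had −0.68 (adjusted p = 0.0030) and miR-1-3p −0.74 (adjusted p = 0.0081). A model of all 40 arrays gave 0 calls by limma in both sets (adjusted p = 0.085 and 0.45 in the first, 0.13 and 0.35 in the second). Chance cannot be excluded for the first set (2 of 35 splits as large), and miR-184-3p lost its call without any 1 of 3 arrays. Infected ovary replicate 4, with negative controls of 60.9 intensity units, is among the arrays compared.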

How the results depend on the processing

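The readings of sugar-fed fat body replicate 2 moved by 4 rows, leaving out the arrays in doubt, and each probe at an unadjusted p with 1.5-fold were chosen only after the results were seen, and all other settings before the data were examined.

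Of 668 counts under alternatives 552 stayed within 1.5 times the main count and 116 moved, and of 424 counts with 1 array left out 401 stayed and 23 moved. Of 1795 values of single arms 1681 kept their direction and their side of the threshold, 101 lost the call, 12 gained one and 1 reversed. Where a count moved, the cause was not tested, except that Dipteran probes bring more arms and other thresholds pass other arms. Few spots were well above background on these arrays, so arms near the negative controls are held close to 0 by offset 50 and their changes are limited. Arm usage has no value with probes named for *A. gambiae*, which cover no pair.

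Counts are given with the main count in brackets, for probes named for *A. gambiae* first. With Dipteran probes 66 arms were detected (12), 28 differed between tissues (6), and 8 were enriched in the head (2), 5 in the midgut (1) and 7 in the ovary (1). Blood against sugar gave 1 in the fat body (0) and 1 in the ovary (2). With offset 0, 10 differed, 0 were enriched in the midgut, blood changed 1 in the ovary, and infected blood against sugar changed 4 there (2). With the processed signal scaled over all probes 3 differed, 1 was enriched in the head and 0 in the midgut, and miR-306-5p in the ovary after blood turned to −0.15. Scaled over the probes found on all arrays it gave 0 in the head and 0 in the midgut. Only arms well above background gave 1 in the head. Counts of 2 in the midgut and 2 in the ovary came from 1.5-fold with no test, from replicate 2 read 4 rows down, from the same with the outlier marks kept, and from leaving out the arrays in doubt. The ovary had 2 with quantiles over the compared arrays, 2 with the replicate block, 2 with the slide block and 2 with the scan block, and 3 by the ratio of log2 levels. Infected blood against sugar changed 1 in the ovary with quantiles over the compared arrays, 7 at an adjusted p with no fold and 5 in the deposited log2 values. Blood changed 4 in the ovary at an adjusted p with no fold. A model of all 40 arrays gave 0 for blood in the ovary, 0 for infected blood in the ovary and 1 for infected blood in the fat body (0), as did an unadjusted p with 1.5-fold for the latter (1). Differences of the response between tissues numbered 5 with the array read 4 rows down (0) and 1 with the outlier marks kept.

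For Dipteran probes, 37 arms were detected when brighter than 95% of the negative controls (66). With offset 0, 49 differed (28) and 18 were enriched in the head (8). Offset 16 gave 13 in the head and 3 in the midgut (5), no background correction 13 in the head, leaving out the arrays in doubt 13, and the ratio of log2 levels 23 in the head, 1 in the fat body (0) and 13 in the ovary (7). The midgut had 3 with the processed signal in each scaling. The fat body had 1 by 1.5-fold with no test and 2 each with the array read 4 rows down, with its marks kept and without the arrays in doubt. Pairs with differing arm usage (13) numbered 8 with the processed signal in each scaling and 2 for only arms well above background. The response differed between tissues in 4 with the array read 4 rows down and in 1 with its marks kept (1).

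The Dipteran count for blood in the fat body (1, miR-275-3p) was 0 with the processed signal over all probes, quantiles over the compared arrays, the slide block, only the 8 arrays, the array read 4 rows down, its marks kept and the arrays in doubt left out. It was 2 with offset 0, offset 16, no background correction, the processed signal over probes found on all arrays, the deposited log2 values, an adjusted p with no fold and each probe by itself. For blood in the ovary (1) it was 0 with offset 0, all 40 arrays, the slide block, the deposited log2 values, trend and robust, and no filter, 2 with offset 16, no background correction and an adjusted p with no fold, and 3 with the processed signal over probes found on all arrays, an unadjusted p with 1.5-fold, the brightest probe and each probe by itself. For infected blood against sugar in the fat body (0) it was 1 with offset 0, offset 16, no background correction, the processed signal over probes found on all arrays, the deposited log2 values and the brightest probe, and 2 with an adjusted p with no fold and each probe by itself. In the ovary (2) it was 9 with offset 0, 5 with offset 16, no background correction, the brightest probe and each probe by itself, 21 with the processed signal over all probes, 8 in the deposited log2 values, 11 at an adjusted p with no fold and 0 with all 40 arrays.

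Each probe at an unadjusted p with 1.5-fold gave 4 for blood in the fat body, 8 in the ovary, and 3 and 7 for infected blood against sugar in these tissues. With offset 0 as well it gave 10, 12, 3 and 23, and 4 and 3 for infected against uninfected blood in the fat body and the ovary. With the array read 4 rows down it gave 4 for blood and 3 for infected blood in the fat body.

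Leaving out 1 array at a time, with limma pooling the spread over groups, gave these ranges with Dipteran probes: 65 to 74 detected, 26 to 33 that differ, 7 to 12 for the head, 2 to 7 for the midgut, 6 to 7 for the ovary, 0 to 2 for the fat body (2 without sugar-fed fat body replicate 2), 11 to 15 pairs of arms, 0 to 1 for blood in the fat body (0 without that array), 0 to 3 for blood in the ovary, 0 to 1 and 2 to 6 for infected blood against sugar in the fat body and the ovary. Probes named for *A. gambiae* gave 6 to 8 that differ, 1 to 2 for the midgut, 1 to 2 for the ovary and 1 to 3 for infected blood against sugar in the ovary. Infected against uninfected blood gave 0 to 0 in all 3 tissues by limma, as did blood in the head, with 0 to 3 at an unadjusted p in the full set. Calls were lost for miR-1000-5p without head replicate 3 or 4, for miR-12-5p and miR-277-3p without midgut replicate 2, 3 or 4, for miR-1174 without midgut replicate 4, for miR-275-3p without sugar-fed fat body replicate 2 (0.52, adjusted p = 3.9e-05, under 1.5-fold), for miR-306-5p without sugar-fed ovary replicate 2 (0.57), and for miR-184-3p without sugar-fed ovary replicate 1 or 3 or infected ovary replicate 1. For miR-12-5p the call was also lost without sugar-fed ovary replicate 1 or 2 or sugar-fed head replicate 1. The call of miR-79-3p was lost when any 1 of 10 arrays was left out, and that of miR-1-3p after blood when any 1 of 6 was.

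Outside the head, same-numbered arrays of the 3 meals had a correlation of deviations over 0.1 in 3 of 12 pairs in the fat body and 6 of 12 in the ovary with Dipteran probes. With probes named for *A. gambiae* these were 8 of 12 and 11 of 12, the latter close to the head. An array correlated best with its own number in 3 of 12 and 3 of 12 cases with Dipteran probes and in 5 of 12 and 3 of 12 with probes named for *A. gambiae*. Whether the numbers pair the meals there is not settled by these values. The adjusted p of miR-275-3p in the fat body was 0.0085 with no block, 0.025 with the replicate block, 0.014 with the scan block and 0.21 with the slide block, and the replicate block moved no count over 1.5 times other than that of the ovary above. Between tissues it added miR-306-5p to the ovary (adjusted p = 0.014), miR-276-5p, miR-308-3p and miR-275-5p to the arms that differ and miR-8 to arm usage, and it changed no other call of a named arm.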

Differences from the paper's values

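Among the settings named here, the readings of sugar-fed fat body replicate 2 moved by 4 rows, the count over all pairs of arms and the tests of each probe at an unadjusted p with 1.5-fold were chosen only after the results were seen. The planned values use probes named for *A. gambiae*, and values marked Dipteran come from the wider set of probes. The paper defines enrichment by a 1.5-fold cut-off and names no adjusted p for it, whereas the counts given here required both. Values count as different here where they lie more than 1.5 times apart and, for 3p proportions, also further apart than the SD between arrays, so "no difference" means within that limit.

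The paper includes 506 probes of 86 mature miRNAs, and 37 probes of 18 arms were used here. With Dipteran probes, 394 probes and 116 arms, both lie within 1.5 times. For miRNAs found in at least 1 tissue the paper has 74 and the value here is 12. Of 12 settings chosen beforehand 1, Dipteran probes with 66, has no difference, and the other 11 keep one. That was fixed in advance, since the 18 arms with probes named for *A. gambiae* cannot come within 1.5 times of 74.

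In the head the paper has 17 enriched miRNAs, and 2 were found here. None of 17 settings chosen beforehand is without a difference (0 to 8 arms). In the main setting only 12 arms were tested, and all of them would have to be enriched to come within 1.5 times of 17. Settings with these few arms could thus hardly agree. With Dipteran probes, offset 0 gave 18 and the ratio of log2 levels 23. In the midgut the paper has 3 and the value here is 1. The only setting chosen beforehand within 1.5 times is 1.5-fold with no test, with 2. These are miR-34-5p and miR-184-3p, since none of the paper's 3 midgut miRNAs has a probe named for *A. gambiae*. A like count is thus no agreement on the miRNAs. With Dipteran probes 5 arms were enriched there, among them those of miR-281, miR-1174 and miR-1175. Reading replicate 2 of the sugar-fed fat body 4 rows down gave 2 as well, chosen after seeing the values. In the ovary the paper has 5 and the value here is 1, and the only setting chosen beforehand without a difference is Dipteran probes, with 7. Of the arms that the paper lists, only 1 of 17 for the head and 1 of 5 for the ovary have probes named for *A. gambiae*.

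For arm usage that depends on the tissue the paper names 7 miRNAs, all of which passed here among 13 pairs (Dipteran). Of 16 settings chosen beforehand 4 have no difference: the processed signal in both scalings, with 8 pairs each, and the 3p proportion on the linear and on the log2 scale. The others keep one, among them only arms well above background, with 2 pairs. The paper finds both arms of 20 miRNAs, and of the 21 pairs fixed from its Table S2 both arms were above the negative controls in the same tissue for 6 here (Dipteran), with no setting chosen beforehand without a difference. Among all 36 pairs with Dipteran probes there were 9, counted after the results were seen.

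The paper gives miR-1175 as 1.5-fold above other tissues in the midgut, and its 5p arm was at least 3.00-fold above here, a lower bound because the arm was not well above background in the other tissues (Dipteran; bounds of 3.00 to 8.96 in the settings chosen beforehand, all with a difference). The paper introduces this value with the 3p arm, which was at 0.29 in the midgut and below the negative controls elsewhere, so that its fold has only a lower bound (at least 1.08-fold above the head and 1.04-fold above the ovary) and is not compared. The paper's 3p proportion of miR-1175 in the midgut is 0.285 and the value here 0.125, and of 9 settings chosen beforehand only offset 0 has no difference. For miR-263, with no letter, the paper has 0.223 in the head and 0.152 in the ovary, and the values of miR-263a here are 0.103 and 0.0538. In the head there is no difference with the processed signal in either scaling, and in the ovary all 9 alternatives keep one. The 3p arm of miR-263a was at the level of the negative controls, so its proportion in the ovary follows the floor set for low levels. The difference there is therefore no evidence against the paper's value. For miR-281 in the midgut the paper has 0.174 and the value here is 0.116. There is no difference with offset 0, offset 16, no background correction, the processed signal scaled over all probes, the deposited log2 values or the brightest probe, and the other 3 alternatives keep one.

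The paper calls miR-276-5p and miR-305-5p higher and miR-989-3p lower in the fat body after blood. Here their log2 fold changes were 0.39, 0.43 and −0.91 (Dipteran) and none passed, while miR-275-3p, which the paper also calls higher, passed (0.67). With a sugar-fed level close to the negative controls, where the offset understates folds, miR-305-5p missed only the fold. It passed with offset 0, offset 16, no background correction, the processed signal scaled over the probes found on all arrays, the deposited log2 values, the brightest probe and an adjusted p with no fold, all chosen beforehand. Tests of each probe at an unadjusted p and 1.5-fold with offset 0, chosen after seeing the values, call miR-276-5p in 2 of 4 probes, miR-989-3p in 2 of 4, miR-275-3p in 3 of 5 and miR-305-5p in 4 of 6, so that none of the 4 arms is dropped. With offset 50 and the displaced array read 4 rows down, also chosen after seeing the values, they call miR-989-3p in 2 of 4 probes, miR-305-5p in 2 of 6 and miR-275-3p in 2 of 5 and drop 1 of the 4 arms, miR-276-5p, which passes in 1 probe with the outlier marks of that array kept.

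For the ovary after blood, the paper calls only miR-305-5p, higher. Its log2 fold change was 0.17 and did not pass here, whereas its brightest probe passed (0.65), a setting chosen beforehand. At an unadjusted p and 1.5-fold 1 of its 6 probes passed by itself, and 2 of 6 with offset 0, both chosen after seeing the values. Arms that passed in the ovary here and that the paper does not call were let-7-5p (−0.84) and miR-306-5p (0.70) with probes named for *A. gambiae* and miR-1-3p (−0.62, Dipteran).

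Of the 5 arms that the paper lists for the ovary, all 5 were highest there and 4 were enriched. The fifth, miR-92b-3p, was at 0.21, with the other tissues below the negative controls, so its fold has only a lower bound and is not compared. For miR-281 the paper's text has the 3p arm preferred in the head and the ovary, whereas the level of that arm was −0.07 in the head and −0.02 in the ovary here, below the negative controls. By quantitative PCR the paper detects miR-989-3p before blood feeding in the ovary alone, and on the arrays its level in the sugar-fed fat body was 1.21 ± 0.81 (log2, SD, n = 4; 4.10 in the ovary).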

Other observations

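All tests in this part were planned before the data were examined, apart from the readings with sugar-fed fat body replicate 2 moved by 4 rows, the splits within replicate numbers and the comparison of negative controls between meals, which were chosen only after results were seen.

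Infected and uninfected blood meals can be set side by side as 2 sets of blood-fed females. Against sugar, infected blood changed 2 of 46 arms in the ovary with Dipteran probes, let-7-5p and miR-1-3p, both lower, and 11 at an adjusted p with no fold, all lower (7 with probes named for *A. gambiae*, 2 higher and 5 lower). Within the first and the second pair of replicates scanned together, let-7-5p changed by −0.74 and −0.61 and miR-1-3p by −0.74 and −0.75 in log2. Probes named for *A. gambiae* gave 2 of 10, with let-7-5p at 1.79 against 2.85 and changes of −1.23 and −0.89 within the pairs. By limma, infected blood changed 0 of 46 arms in the fat body and 0 of 61 in the head (4 and 0 at an unadjusted p under 0.05), and 0 of 11 in each with probes named for *A. gambiae* (1 and 0). With fat body replicate 2 read 4 rows down 0 passed there as well. However, 8 of 46 arms then had an adjusted p under 0.05, 4 higher and 4 lower (2 higher and 0 lower with its outlier marks kept). With probes named for *A. gambiae* 2 of 11 had one, 1 higher and 1 lower (0 with the marks kept). Across arms the changes after infected and uninfected blood had a correlation of 0.95 in the ovary, 0.91 in the fat body and 0.73 in the head, where sharing the sugar-fed arrays alone gave 0.48, 0.48 and 0.49 in simulations. With the sugar-fed arrays divided between the comparisons it was 0.57 to 0.83, 0.05 to 0.15 and −0.45 to 0.11, and in the fat body 0.58 to 0.78 with replicate 2 read 4 rows down.

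Some arms near those of the paper behaved differently. In the head miR-932-5p was enriched, while miR-932-3p was highest in the midgut, at 0.30 against −0.03 in the head (log2, Dipteran probes). Also highest in the head were miR-970-3p at 1.20 ± 0.57 and miR-999-3p at 0.89 ± 0.65, which differed between tissues but were not enriched. The ovary had the highest miR-998-5p (0.62 ± 0.16) and miR-9b-5p (0.52 ± 0.16), and the fat body the highest miR-iab-4-5p, a Hox cluster miRNA, at 0.19 ± 0.13 (SD, n = 4; adjusted p = 0.013 by the F-test, under 1.5-fold). In the fat body after blood, miR-8-3p had the largest change as deposited, 1.51, which rests on the displaced array. With that array read 4 rows down, miR-277-3p was higher by 0.28, while miR-34-5p and miR-184-3p had changes of −0.41 and −0.27 (adjusted p = 0.040 each, under 1.5-fold). With its outlier marks kept no arm was lower at an adjusted p under 0.05, and these 3 had 0.62, −0.10 and −0.014 (adjusted p = 0.27, 0.79 and 0.95). With the marks dropped 32 arms differed between tissues, 9 were enriched in the head, 7 in the midgut and 7 in the ovary. These arms were chosen after their values were seen.

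The paper leaves out blood-fed midguts for their background, and the sugar-fed midguts can be compared with the other sugar-fed tissues. The median local background was 15.8 ± 2.36 intensity units in the midgut, 16.5 ± 3.32 in the head, 15.8 ± 2.06 in the fat body and 16.3 ± 2.87 in the ovary (SD, n = 4; exact permutation p = 0.83, 1 and 0.83 against the midgut). The negative controls were at 24.7 ± 3.88 in the midgut, 54.8 ± 63.3 in the head, 28.9 ± 10.2 in the fat body and 24.1 ± 5.66 in the ovary (exact p = 0.629, 0.514 and 0.971). Spots well above background made up 4.59% ± 1.03 in the midgut, 5.81% ± 1.19 in the head, 4.30% ± 0.617 in the fat body and 5.18% ± 1.50 in the ovary (exact p = 0.171, 0.686 and 0.486). Every adjusted p over these 9 tests was 1, and the smallest p that 4 against 4 arrays can give is 0.0286. After uninfected and infected blood, negative controls were at 25.1 ± 5.50 and 27.1 ± 3.69 in the fat body, 25.7 ± 6.31 and 34.8 ± 18.1 in the ovary, and 23.9 ± 4.95 and 26.3 ± 5.79 in the head (SD, n = 4; exact p against sugar 0.629, 0.857, 0.714, 0.314, 0.486 and 0.8; smallest adjusted p 0.857).

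Of 3 arms with human homologs abundant in blood cells, 3 were tested between tissues and 1, let-7-5p, differed and was enriched in the head (1 when adjusted over the list alone), and 2 were highest in the ovary. Of the 4 arms that the study calls after blood, 1 differed between tissues, miR-989-3p (1 over the list alone), and miR-276-5p as well with replicate 2 read 4 rows down (not with the marks kept). After uninfected blood, no arm of the other lists passed in the fat body by limma, adjusted over all arms or over the list alone. The median log2 fold change there was 0.0062 for 4 miRNAs of the nervous system, 0.61 for 2 of the let-7 complex, 0.17 for 5 of the cluster with miR-306, 0.053 for 4 of the miR-2 family, 0.055 for 2 of the Hox cluster, 0.46 for miR-277 and miR-34, 0.84 for miR-1-3p, 0.19 for the miR-309 cluster, 0.11 for miR-12-5p, 0.060 for the 1 midgut arm measured and 0.63 for 11 broadly expressed arms. Among arms that the study lists for tissues it was 0.047 for 5 of the head and 0.14 for 4 of the ovary. With replicate 2 read 4 rows down these medians became, in the same order, −0.035, 0.084, 0.041, −0.011, −0.053, −0.066, −0.19, 0.15, −0.084, 0.080, 0.018, 0.013 and −0.011. With the outlier marks kept the let-7 complex had 0.52 and miR-277 and miR-34 had 0.26, and the others lay between −0.18 and 0.21. With replicate 2 read 4 rows down, 0 of the 4 arms that the study calls passed, and miR-989-3p was lower when adjusted over the list alone, as it was among the study's ovary arms (not among the latter with the outlier marks kept). After infected blood against sugar, the lists with a call were those holding let-7-5p or miR-1-3p in the ovary: 2 of 11 broadly expressed arms, 1 of 1 of muscle, 1 of 2 of the let-7 complex and 1 of 3 with human homologs, all lower. Lists chosen by the study on these samples are not independent evidence.

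Other splits of the same arrays were counted for each number of calls. For the tissues, 100 splits were used. With probes named for *A. gambiae*, chance can be excluded for arms that differ (6 in the real split, at most 2 in the others, 1 of 100 as large) and for the head (2, at most 0, 1 of 100). For the ovary 2 of 100 splits were as large (1, at most 1), and for the midgut 2 of 100 too (1, at most 1). For both, the matched splits below leave chance open. The fat body had 0 calls, so every split is as large (at most 0, 100 of 100) and nothing is tested. With Dipteran probes chance can be excluded for arms that differ (28, at most 13, 1 of 100), the head (8, at most 0, 1 of 100) and arm usage (13, at most 3, 1 of 100), while the fat body again had 0 calls (at most 0, 100 of 100). For the ovary 2 of 100 were as large (7, at most 7). For the midgut 2 of 100 were as large, and another split had more calls than the real one (5, at most 8). In a further 100 splits that keep 1 array of each replicate number in each tissue, as the real split does, chance cannot be excluded for the midgut, with 5 of 100 as large in either set (at most 2 with probes named for *A. gambiae*, 9 Dipteran). For the ovary 4 of 100 were as large in either set (at most 1 with probes named for *A. gambiae*, 7 Dipteran). In 100 splits 4 cannot be told apart from 5, and these shares are not adjusted over the results tested. Chance therefore stays open for the ovary too. For the head, the arms that differ and arm usage no other split was as large.

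For meals there are 35 splits. With Dipteran probes no other split was as large for uninfected blood in the fat body as deposited (1, at most 0, 1 of 35) or for infected blood against sugar in the ovary (2, at most 1, 1 of 35). This is the smallest share that 35 splits can give, and it is not adjusted over the results tested. In the fat body the real split holds the displaced array, and with that array moved or left out the count was 0. Chance is therefore not excluded there. The fat body call is that of miR-275-3p, at 0.67. With the displaced array read 4 rows down it was at 0.48 (adjusted p = 4.8e-05) and with that array left out at 0.52 (adjusted p = 3.9e-05), so only the 1.5-fold was missed, and with slide as a block the adjusted p was 0.21. Chance cannot be excluded for uninfected blood in the ovary, with probes named for *A. gambiae* (2, at most 2, 2 of 35) or Dipteran probes (1, at most 3, 2 of 35), nor for infected blood against sugar in the ovary with the former (2, at most 2, 2 of 35). A split of the ovaries that follows the slides gave 2 calls and 3 calls in these sets for uninfected blood, as many as the real split or more. With slide as a block the Dipteran count there was 0. Every comparison with 0 real calls by limma has 35 of 35 splits as large by construction, so nothing is tested there. Among these, the highest other split with probes named for *A. gambiae* had 1 for uninfected blood in the fat body, 1 in the head and 1 for infected against uninfected blood in the fat body. With Dipteran probes it had 3 for uninfected blood in the head and 1 for infected against uninfected blood in the fat body, and in the remaining comparisons it had 0. A split by slide gave the 1 call for infected against uninfected blood in the fat body in both sets. Splits that follow the scan batch gave 1 for uninfected blood in each of 3 tissues with probes named for *A. gambiae* and 3 in the head with Dipteran probes.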
